# Stage-specific effects of Notch activation during skeletal myogenesis

**DOI:** 10.7554/eLife.17355

**Published:** 2016-09-19

**Authors:** Pengpeng Bi, Feng Yue, Yusuke Sato, Sara Wirbisky, Weiyi Liu, Tizhong Shan, Yefei Wen, Daoguo Zhou, Jennifer Freeman, Shihuan Kuang

**Keywords:** Notch signaling, dedifferentiation, muscular dystrophy, myogenesis, Mouse

## Abstract

Skeletal myogenesis involves sequential activation, proliferation, self-renewal/differentiation and fusion of myogenic stem cells (satellite cells). Notch signaling is known to be essential for the maintenance of satellite cells, but its function in late-stage myogenesis, i.e. post-differentiation myocytes and post-fusion myotubes, is unknown. Using stage-specific Cre alleles, we uncovered distinct roles of Notch1 in mononucleated myocytes and multinucleated myotubes. Specifically, constitutive Notch1 activation dedifferentiates myocytes into Pax7 quiescent satellite cells, leading to severe defects in muscle growth and regeneration, and postnatal lethality. By contrast, myotube-specific Notch1 activation improves the regeneration and exercise performance of aged and dystrophic muscles. Mechanistically, Notch1 activation in myotubes upregulates the expression of Notch ligands, which modulate Notch signaling in the adjacent satellite cells to enhance their regenerative capacity. These results highlight context-dependent effects of Notch activation during myogenesis, and demonstrate that Notch1 activity improves myotube’s function as a stem cell niche.

**DOI:** http://dx.doi.org/10.7554/eLife.17355.001

## eLife digest

Muscles do much more than enable the body to move; they are also important organs involved in the metabolism. Conditions ranging from muscular dystrophy to insulin resistance result from problems that affect muscle tissue. Hence, understanding the signaling mechanisms that regulate how muscles develop and work will be critical to improving muscle-related health conditions.

To form and repair muscles, muscle progenitor cells develop (or differentiate) into new muscle cells, which then fuse to form muscle fibers. A signaling pathway involving a protein known as Notch regulates how cells communicate during development, and has been shown to play a key role in muscle progenitor cells. However, it was not known what role Notch signaling plays in the differentiated muscle cells.

Bi, Yue et al. have now studied genetically modified mice in which Notch signaling could be manipulated in certain types of cells. In mice with increased Notch signaling in both their newly differentiated muscle cells and muscle fibers, any unfused muscle cells were forced to return to an undifferentiated state, a process called dedifferentiation. This led to the muscles wasting away and resulted in the mice dying young. By contrast, in mice that only experienced activated Notch signaling in their muscle fibers, no dedifferentiation was seen. However, aged and dystrophic muscles in these mice regained the ability to contract and regenerate.

Bi, Yue et al. hope that these findings will transform into new strategies to activate or inactivate Notch signaling at different stages of muscle development or regeneration. This could help to repair muscles under various disease conditions.

**DOI:** http://dx.doi.org/10.7554/eLife.17355.002

## Introduction

Skeletal muscle accounts for approximately 40% of adult human body weight (Yin et al., 2013). Besides the motor function that is essential for life, muscle is also a key metabolic organ, responsible for 80–90% of postprandial insulin-stimulated glucose uptake. In addition, muscle intimately interplays with many other organs, and regulates their homeostasis and metabolism (Baskin et al., 2015). Therefore, proper muscle function is important for human health and life quality.

In adult skeletal muscles, resident stem cells called satellite cells (SCs) are indispensable for postnatal muscle growth and regeneration (Le Grand and Rudnicki, 2007; Lepper et al., 2011; Murphy et al., 2011; Pawlikowski et al., 2015; Relaix and Zammit, 2012; Sambasivan et al., 2011). SCs are wedged between the plasma membrane of muscle fiber (i.e., myofiber) and the basal lamina that surrounds the myofiber. The juxtaposition of SCs immediately identifies myofiber as an important regulator of SCs. Consistent with this notion, transplantation of myofibers carrying SCs, but not SCs alone, elicited life-long amelioration of aging-related muscle atrophy (Hall et al., 2010). Besides myofibers, SCs also actively interact with interstitial fibroblasts, preadipocytes, endothelial cells and macrophages, which together with myofibers constitute the unique microenvironment, or niche that regulates the homeostasis of SCs (Arnold et al., 2007; Aurora and Olson, 2014; Christov et al., 2007; Joe et al., 2010; Liu et al., 2012b; Murphy et al., 2011; Sonnet et al., 2006).

Age-related muscle wasting (sarcopenia) and degenerative muscular dystrophy are linked to decline of SCs’ abundance and functionality, as a result of changes in niche function and intrinsic properties of SCs (Conboy et al., 2005; Sacco and Puri, 2015). As such, FGF2, p38, STAT3, p16, canonical Wnt and Notch signaling, and epigenetic status are identified as aberrantly dysregulated factors in aged SCs that account for impaired self-renewal of SCs during aging (Bernet et al., 2014; Brack et al., 2007; Chakkalakal et al., 2012; Cosgrove et al., 2014; Liu et al., 2013; Price et al., 2014; Sousa-Victor et al., 2014; Tierney et al., 2014).

Stepwise progression of myogenesis is tightly orchestrated by several key transcriptional factors (Bentzinger et al., 2012). Among them, Pax7 (Paired box 7) is the faithful marker for SCs, and also indispensable for proper postnatal muscle regeneration by controlling expansion and differentiation of SCs (Kuang et al., 2006; Seale et al., 2000; von Maltzahn et al., 2013). Activation of myogenesis relies on the expression of several members of the basic helix-loop-helix domain-containing myogenic regulatory factors: Myf5, Myod1 (also known as MyoD), Myf6 and myogenin (Myog) (Bentzinger et al., 2012). When stimulated, SCs break quiescence and express MyoD, which promotes S-phase entry and facilitates SCs activation (Halevy et al., 2004; Olguin and Olwin, 2004; Zammit et al., 2004; Zhang et al., 2010). In addition, MyoD and Myf5 act as upstream regulators of Myog and Myf6, which are required for terminal differentiation of myocytes (Bentzinger et al., 2012). Notably, certain microRNAs, epigenetics, serum response factor (SRF) and members of myocyte enhancer factor 2 (MEF2) are also fundamentally important for proper muscle development (Cheung et al., 2012; Haberland et al., 2009; Li et al., 2005; Liu et al., 2014; 2012a; Shenoy and Blelloch, 2014; Williams et al., 2009), which eventually leads to expression of muscle tissue-specific genes such as muscle creatine kinase (MCK), myosin light chain (MLC) and myosin heavy chain (MHC) members.

The opposite process of differentiation, or dedifferentiation is a fascinating phenomenon that bears great therapeutic potentials by generating stem cell sources for tissue repair. In zebrafish and amphibians, dedifferentiation is an integral part of tissue regeneration (Jopling et al., 2010; Morrison et al., 2006). Specifically, in the newt, fragmentation and dedifferentiation of myofibers generate a pool of proliferating mononucleated cells that give rise to the skeletal muscle of a new limb (Sandoval-Guzman et al., 2014). However, in mammals, there is no evidence of dedifferentiation that occurs as a natural part of tissue regeneration. The underlying mechanism that determines such dramatic inter-species difference is largely unknown. Intriguingly, recent studies reported that dedifferentiation can be induced in muscle cells of several genetically engineered mice (Kubin et al., 2011; Pajcini et al., 2010). For instance, concomitant inactivation of two tumor-suppressors Arf and Rb in mononucleated mouse myocytes led to loss of differentiation properties, cell cycle reentry and generation of cells that were capable to redifferentiate into skeletal muscles (Pajcini et al., 2010). Undoubtedly, better understanding of mechanisms underlying muscle dedifferentiation will allow the invention of future medicine to treat geriatric muscle disease, where the SC number is limited.

Notch signaling is an evolutionarily conserved pathway that plays crucial functions in organ development, tissue homeostasis, stem cell fate choice, metabolism and cancers (Andersson et al., 2011; Bi and Kuang, 2015; Koch et al., 2013; Ranganathan et al., 2011). Notch signaling transduction is initiated upon binding of a Notch receptor (Notch1-4) with a ligand (Dll1, Dll4, Jag1, Jag2) located on a neighbor cell (Andersson et al., 2011). Subsequently, Notch receptors are cleaved by several enzymes including γ–secretase, which releases the Notch intracellular domain (NICD). NICD then translocates to the nucleus, where it binds with Rbpj and other cofactors to activate the transcription of canonical Notch targets, including Hes and Hey family genes (Kopan, 2012).

In postnatal myogenesis, Notch signaling is indispensable for maintaining quiescence and self-renewal of SCs (Bjornson et al., 2012; Fukada et al., 2011; Mourikis et al., 2012b; Vasyutina et al., 2007). In addition, during development SCs rely on Notch signaling to acquire 'satellite' position aside of myofiber by controlling the assembly of basal lamina (Brohl et al., 2012). Furthermore, Notch is a potent inhibitor of muscle differentiation by inhibiting expression of MyoD (Delfini et al., 2000). As such, deletion of *Rbpj* or *Dll1* led to premature differentiation and depletion of SCs, thus a loss of muscle growth and severe muscle hypotrophy (Schuster-Gossler et al., 2007; Vasyutina et al., 2007). Despite of the wealth of knowledge about Notch signaling in SCs, its function in late-stage myogenesis is unknown. Here, we report that activation of Notch signaling dedifferentiates myocytes into Pax7-expressing SCs, leading to defective myogenesis. By contrast, activation of Notch signaling in post-fusion myotubes/myofibers restored the functionality and regenerative capacity of aged and dystrophic muscles.

## Results

### Sequential activation of *Myl1*^Cre^ and MCK-Cre in post-differentiation stages of myogenesis

*Myl1*^Cre^ (MLC-Cre) (Bothe et al., 2000) and MCK-Cre (Bruning et al., 1998) mouse strains are widely used tools to study gene function in post-differentiation muscle lineages, by inducing recombination that causes either overexpression or knockout of candidate genes. However, the spatiotemporal activation pattern of MLC-Cre and MCK-Cre has not been characterized. It is conceivable of an earlier expression of the MLC-Cre than MCK-Cre, based on the developmental expression of Myl1 and MCK at day-9.5 and day-13.0 post conception, respectively (Lyons et al., 1991, 1990; Zammit et al., 2008). In order to directly visualize and trace the activation of these Cre lines, we generated Td-tomato (red fluorescence protein) reporters for MLC-Cre and MCK-Cre, termed MLC-Td and MCK-Td mice, respectively. First, we cultured myoblasts from 1-month old MLC-Td and MCK-Td mice, and found that none of the freshly isolated SCs expressed RFP. Then we expanded the cells and induced myogenic differentiation. Under growth conditions, RFP expression was first detected in a few MLC-Td but not MCK-Td myocytes that were Pax7^–^, MyoD^–^, MyoG^–^, but MF20^+^ (Figure 1A and Figure 1—figure supplement 1). Later on, RFP was readily detectable in fusion-competent MLC-Td myocytes immediately after switching to the differentiation medium (Figure 1B). By contrast, RFP was only detected in post-fusion myotubes starting from day-3 after induction of myogenic differentiation in MCK-Td cells (Figure 1B).

**Figure 1.**
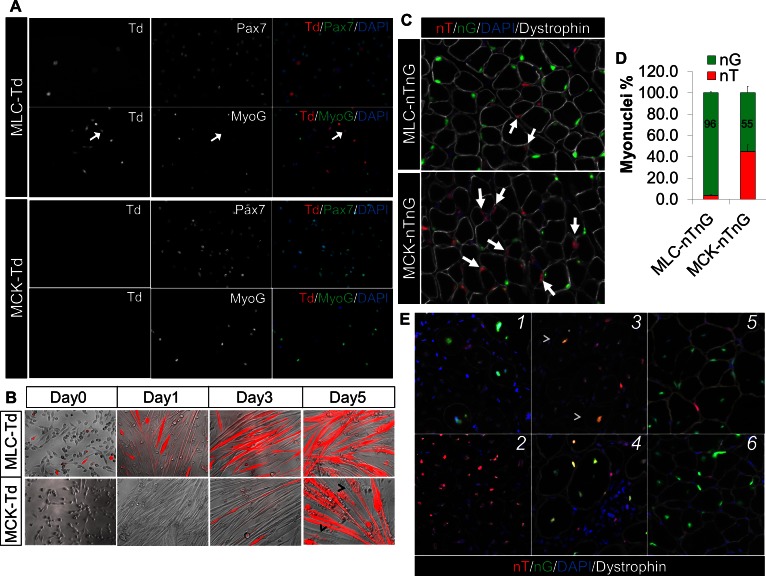
Sequential activation of *Myl1*^Cre^ (MLC-Cre) and MCK**-**Cre in post-differentiation myocytes and post-fusion myotubes, respectively. (**A**,**B**) Immunofluorescence images of cultured myoblasts (**A**) and myocytes (**B**). Arrow in A points to a weak MyoG^+^/Td^+^ cell. Arrowhead in B points to Td^–^ myofibers. (**C**,**D**) Immunofluorescence images (**C**) of TA cross sections of postnatal day-12 mice, and myonuclei counting (**D**). Arrow points to nT myonucleus. (**E**) Immunofluorescence images of TA cross sections at different days post CTX injury (dpi): 1 (MLC-nTnG, 4 dpi), 2 (MCK-nTnG, 4 dpi), 3 (MCK-nTnG, 6 dpi), 4 (MCK-nTnG, 9 dpi), 5 (MLC-nTnG, 21 dpi), 6 (MCK-nTnG, 21 dpi). Arrowhead in panel 3 points to the nT/nG myofiber. **DOI:** http://dx.doi.org/10.7554/eLife.17355.003

**Figure 1—figure supplement 1.**
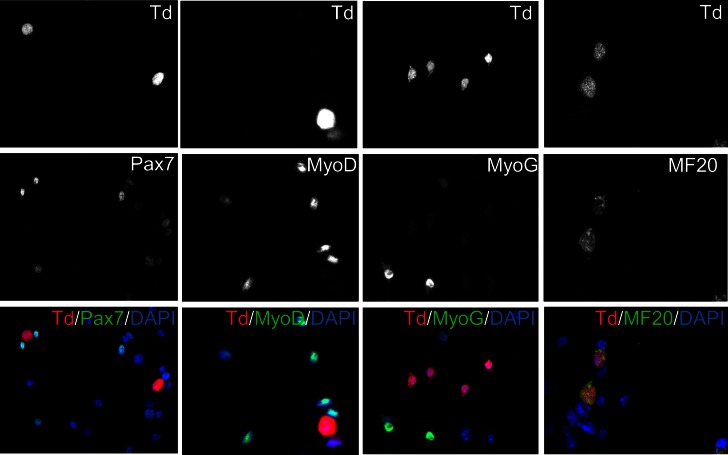
Expression of myogenic markers in MLC-Td myoblasts. Primary myoblasts were isolated from MLC-Td mice and cultured in growth medium. Cells were fixed and stained with antibodies to detect Pax7, Myog, Myod and MF20, and merged with Td fluorescence. **DOI:** http://dx.doi.org/10.7554/eLife.17355.004

Next, we examined the Cre activation pattern in skeletal muscles in vivo. To unmask potential mosaic Cre activation in multinucleated myofiber that can’t be distinguished by the Td reporter, we utilized the nTnG reporter (Prigge et al., 2013), in which nucleus-localized GFP (nG) or Td-tomato (nT) is expressed in the presence or absence of Cre, respectively. Intriguingly, 96% and 55% myonuclei (within myofibers outlined by dystrophin) were nG^+^ in cross sections of tibialis anterior (TA) muscles from postnatal day-12 MLC-nTnG and MCK-nTnG mice, respectively (Figure 1C and D). By 1.5-month old, all myonuclei (100%) became nG^+^ in both MLC-nTnG and MCK-nTnG mice (data not shown), coinciding with the completion of the myonuclei addition in growing muscles (White et al., 2010).

We further examined the nT and nG expression at different stages of muscle regeneration after cardiotoxin (CTX) induced muscle injury. Consistently, we detected massive nG^+^ myonuclei 4 days post injury (dpi) in MLC-nTnG mice (Figure 1E*1*). By contrast, MCK-nTnG myofibers didn’t express nG at 4 dpi (Figure 1E*2*), but started to express nG at 6 dpi (Figure 1E*3*), and peaked at 9 dpi (Figure 1E*4*). Eventually, myonuclei in both MCK-nTnG and MLC-nTnG muscles were predominantly nG^+^ at 21 dpi (Figure 1E*5* and E*6*), which marks the completion of muscle regeneration. In summary, these in vitro and in vivo genetic mapping results reveal sequential activation of MLC-Cre and MCK-Cre along myogenesis, with earliest MLC-Cre activation detected in mononuclear myocytes and MCK-Cre detected only in multinucleated myotubes (myofibers).

### Defective muscle growth and exercise performance in MLC-N1ICD mice

To investigate the role of Notch signaling in post-differentiation myocytes, we generated the *Myl1*^Cre^/*Rosa26(Gt)Sor*^N1ICD^ (abbreviated as MLC-N1ICD) mouse model, in which the expression of constitutively active Notch1-ICD (N1ICD) is driven by *Myl1^C^*^re^ (Figure 2A). The MLC-N1ICD mice were born at an expected Mendelian ratio with normal body weight (data not shown). Adult MLC-N1ICD mice expressed higher levels of *Notch1*^ICD^ and its target genes, including *Hes1, Hey1* and *Heyl*, in both fast (gastroceminus, Figure 2B) and slow (soleus, Figure 2C) muscles, confirming activation of Notch signaling. However, MLC-N1ICD mice showed less body weights at weaning (postnatal day-21), and less body weight gains and muscle mass in adulthood, compared with wildtype (WT) mice (Figure 2D and E). By 4-month of age, all MLC-N1ICD mice displayed prominent kyphosis (Figure 2F), which is a sign of severe muscle weakness and a hallmark of aging. As early phase of postnatal muscle growth is normally mediated by myonuclei addition, we quantified the myonucleus numbers of EDL myofibers, and found that MLC-N1ICD had only around half the myonuclei numbers of WT myofibers (Figure 2G and H). Consequently, MLC-N1ICD mice were subjected to premature death starting from 2-month of age, and no MLC-N1ICD mice survived longer than 6 months (Figure 2I).

**Figure 2.**
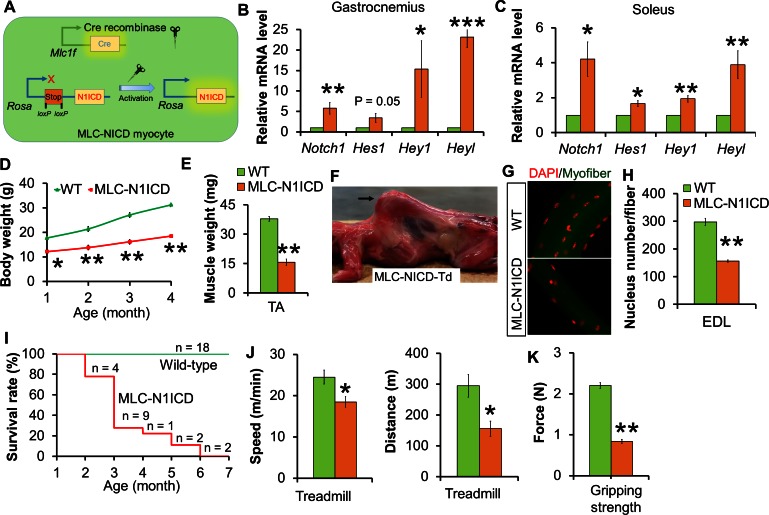
Muscle growth and motor-function defects of MLC-N1ICD mice. (**A**) Cartoon illustration of Notch activation by Cre in MLC-N1ICD mice. (**B**,**C**) Relative gene expression levels in fast (B, gastrocnemius, n = 3) and slow muscles (**C**, soleus, n = 4). (**D**) Growth curve of MLC-N1ICD mice (n = 3). (**E**) TA muscle weight (n = 4). (**F**) Image of MLC-N1ICD-Td mouse with kyphosis (arrow), note muscles are in red color as labeled by RFP (Td). (**G**,**H**) Immunofluorescence images of EDL fiber (**G**) and quantification of myonucleus numbers (**H**, n = 3). (**I**) Survive curve of MLC-N1ICD mice. (**J**) Exhaustive treadmill exercise test results (n = 4). (**K**) Gripping strength measurement result of limbs (n = 3). *p<0.05, **p<0.01. Bar graphs indicate mean SEM. **DOI:** http://dx.doi.org/10.7554/eLife.17355.005

Although 1.5-month old MLC-N1ICD mice had smaller muscles, they moved normally in the cage. We utilized treadmill to assess if their exercise performance is impaired. Notably, MLC-N1ICD mice ran significantly more slowly and shorter distance compared with WT mice (Figure 2J). In addition, MLC-N1ICD mice showed lower gripping strength (Figure 2K). Together, these results reveal normal embryonic muscle development but dramatic defects in postnatal muscle growth and function in MLC-N1ICD mice.

### Muscle regeneration defect, and myocyte dedifferentiation in MLC-N1ICD mice

To evaluate the muscle regeneration potential of MLC-N1ICD mice, we injured TA muscles with CTX and evaluated the regeneration at 7 dpi. In non-CTX injected leg, the MLC-N1ICD myofibers are smaller than those of WT mice (Figure 3A, left; Figure 2G); with CTX injection, MLC-N1ICD showed drastically compromised muscle regeneration, evidenced by massive infiltration of non-muscle cells into TA (Figure 3A; right). We also performed Pax7 immunostaining to detect satellite cells. Unexpectedly, despite of severe regenerative defects, MLC-N1ICD muscles showed greatly increased number of Pax7^+^ satellite cells, in both control and injured TA muscles (Figure 3B). Similarly, MLC-N1ICD EDL myofibers showed 10-times more Pax7^+^ satellite cells than WT myofibers (Figure 3C). Consistently, Pax7 expression was significantly higher at both mRNA and protein levels in MLC-N1ICD muscles (Figure 3D and E). To determine whether these changes are caused by SC proliferation, we co-labeled MLC-N1ICD SCs with Ki67. However, none of the Pax7^+^ cells expressed Ki67 (Figure 3F). Similarly, we didn’t detect MyoD and MyoG expression in these cells (Figure 3—figure supplement 1A). As a positive control of staining, the cultured WT myoblasts were Ki67^+^ and MyoD^+^ (Figure 3—figure supplement 2A,B). These results indicate that these Pax7^+^ cells are in a quiescent state. Indeed, we detected significantly higher expression levels of marker genes that are abundantly (*Cdh15*, encodes M-cadherin) or exclusively (calcitonin receptor, *Calcr*; teneurin transmembrane protein 4, *Tenm4*) expressed by quiescent SCs (Figure 3G) (Fukada et al., 2007). Similar changes were also observed in soleus muscles of MLC-N1ICD mice (Figure 3—figure supplement 1B and C).

**Figure 3.**
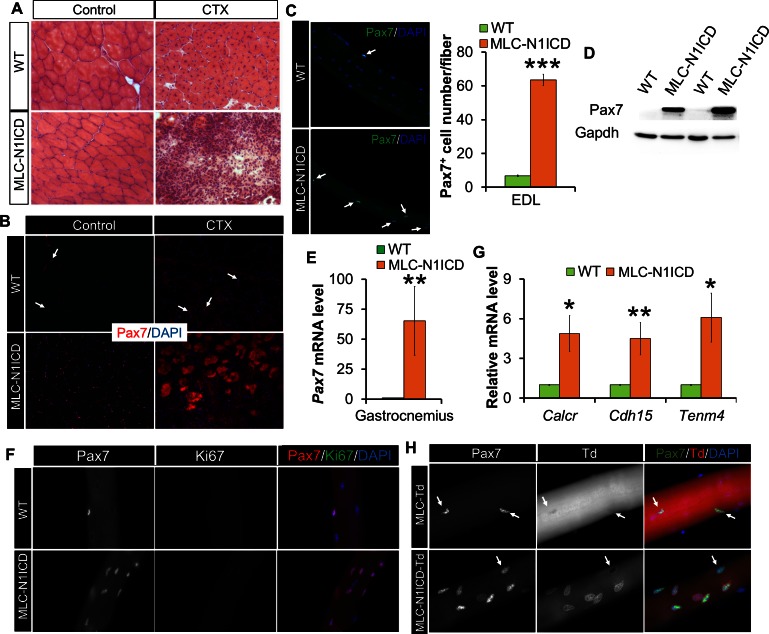
Muscle regeneration defect, and myocyte dedifferentiation in MLC-N1ICD mice. (**A**) H&E staining results of TA muscle cross sections. Right panels, 7 dpi. (**B**) Immunofluorescence images of TA muscle cross sections. Arrow points to Pax7^+^ cell in WT mice. (**C**) Immunofluorescence images (left) and quantification (right, n = 3) of Pax7^+^ cells (arrow) on EDL fibers. (**D**) Western blot results of protein extracts from non-injured muscle. (**E**,**G**) Relative expression of Pax7 (**E**, n = 3) and quiescent SC marker genes (**G**, n = 5) in gastrocnemius muscle. (**F**,**H**) Immunofluorescence images of EDL fibers. Note all Pax7^+^ cells are Ki67^–^ in **F**; Note Pax7^+^/Td^+^ cells only appeared on MLC-N1ICD-Td but not on MLC-Td fibers in H, arrow points to Pax7^+^/Td^–^ cells in H. *p<0.05, **p<0.01. Bar graphs indicate mean SEM. **DOI:** http://dx.doi.org/10.7554/eLife.17355.006

**Figure 3—figure supplement 1.**
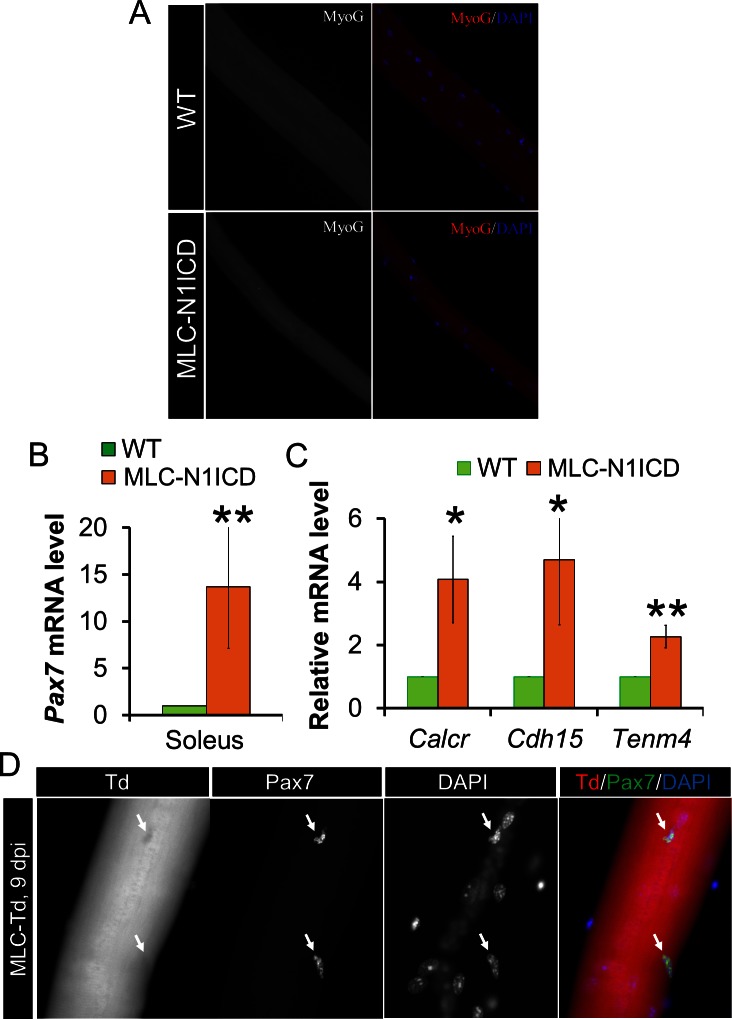
Myocytes dedifferentiation in MLC-N1ICD mice. (**A**) Immunostaining result of MyoG on EDL myofibers. (**B**,**C**) Relative expression of Pax7 (**B**, n = 3) and quiescent SC marker genes (**C**, n = 4) in soleus muscles. (**D**) Immunofluorescence result of Pax7 on regenerating MLC-Td EDL fibers, note all Pax7+ cells are Td^–^. **DOI:** http://dx.doi.org/10.7554/eLife.17355.007

**Figure 3—figure supplement 2.**
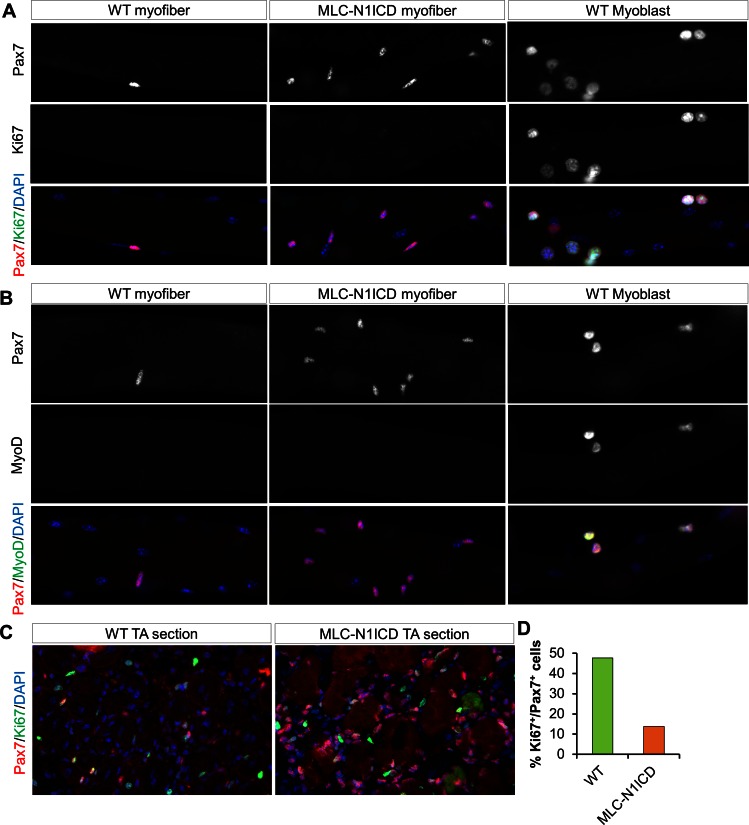
Immunostaining results of myofibers, myoblasts and sections of CTX damaged TA muscles. Lack of Ki67 (**A**) and MyoD (**B**) expression in Pax7^+^ cells in freshly isolated EDL myofibers from WT and MCK-N1ICD mice. The right panels are control staining for Ki67 and MyoD positive cells in cultured WT myoblasts. (**C**) WT and MLC-N1ICD TA muscles at 7 days after CTX injury showing Pax7^+^ and Ki67^+^ myoblasts. (**D**) Percentage of Pax7^+^/Ki67^+^ cells among all Pax7^+^ cells in WT and MLC-N1ICD muscles as stained in **C**. n = 182 cells in WT, 660 cells in MLC-N1ICD muscles from two pairs of mice. **DOI:** http://dx.doi.org/10.7554/eLife.17355.008

As Notch signaling is required for maintaining the quiescence in SCs (Bjornson et al., 2012; Mourikis et al., 2012b), we hypothesized that these extra Pax7^+^ SCs are dedifferentiated from MLC-Cre myocytes, as a consequence of cell-autonomous Notch activation. To test this hypothesis, we generated the Cre-inducible RFP (Td-tomato) reporter mice in combination with Notch activation, namely MLC-N1ICD-Td mice. Strikingly, 73% of the Pax7^+^ SCs in MLC-N1ICD mice were labeled as Td^+^ (Figure 3H; second row), demonstrating that they were previously differentiated (Myl1^+^). As a control, no Pax7^+^/Td^+^ SC was detected in resting and CTX-injected muscles of adult MLC-Td mice (Figure 3 H; first row, Figure 3—figure supplement 1D), which is consistent with the earlier tracing result of cultured MLC-Td SCs (Figure 1A). In addition, in the CTX damaged muscles, we detected reduced numbers of Pax7^+^/Ki67^+^ cells in MLC-N1ICD versus WT mice (Figure 3—figure supplement 2C,D). In summary, Notch1 activation dedifferentiated MLC-Cre^+^ myocytes into quiescent SCs.

### Improved muscle regeneration and exercise performance of aged MCK-N1ICD mice and dystrophic MCK-N1ICD-*mdx* mice

In parallel, to investigate the role of Notch signaling in post-fusion myofibers, we generated the MCK-Cre/*Rosa26(Gt)Sor*^N1ICD^ (abbreviated as MCK-N1ICD) mouse model. MCK-N1ICD mice were born at normal Mendelian ratio and expressed higher levels of *Notch1* and Notch target genes, including *Hes1, Hes5, Hey1* and *Heyl* (Figure 4—figure supplement 1A). Compared to WT littermates, adult MCK-N1ICD mice didn’t show any significant differences in body weight, myosin expression, neuromuscular junction morphology, denervation responses, exercise performance and gripping strength (Figure 4—figure supplement 1B–H).

In addition, adult MCK-N1ICD mice displayed normal muscle regeneration after a single episode of CTX injury (Figure 4—figure supplement 2A; first row). In response to multiple rounds of injuries induced by repetitive CTX injections, however, the MCK-N1ICD muscles regenerated much better than the WT muscles, manifested by overall larger muscle volume (Figure 4—figure supplement 2B), appearance of larger regenerating myofibers and homogeneous regenerated area throughout the muscle (Figure 4—figure supplement 2A; second row). As aged muscles (>1-year old) expressed reduced levels of Notch receptors and Notch targets than young muscles (around 1 month old) (Figure 4—figure supplement 2C and D), we investigated if MCK-N1ICD improves muscle regeneration in aged mice. At 15-month old, MCK-N1ICD muscles regenerated more efficiently than those of WT littermates, evidenced by larger and more regenerating myofibers, reduced adipocyte infiltration (Figure 4—figure supplement 2A; third row), hallmarks of human sarcopenia (Taaffe et al., 2009). Moreover, the aged MCK-N1ICD mice achieved a higher maximum speed and longer running distance in the treadmill test (Figure 4—figure supplement 2E). Together, Notch1 activation driven by MCK-Cre improves muscle function and regeneration in aged mice.

We next asked if myofiber-specific activation of Notch1 improves muscle pathology in *mdx* mice, a widely used model for Duchenne Muscular Dystrophy (DMD) in humans. To achieve this goal, we generated MCK-N1ICD-*mdx* mice (short as N1ICD-*mdx*) and detected upregulation of Hes1 expression in the muscles of the N1ICD-*mdx* mice (Figure 4A), indicating Notch activation. A prominent feature of *mdx* mice is the continuous cycles of muscle regeneration and degeneration that lead to muscle pseudo-hypertrophy: larger but weaker muscles (Chamberlain et al., 2007). Interestingly, compared with littermate *mdx* mice, adult N1ICD-*mdx* mice showed 11% less body weight and 27% less muscle mass (Figure 4B and C). Such changes were not observed in 4-week old N1ICD-*mdx* mice (before pseudo-hypertrophy) and adult MCK-N1ICD mice (Figure 4—figure supplement 1B). Therefore, the body weight reduction phenotype of adult N1ICD-*mdx* mice is specific to the *mdx*, and coincides with the peak of muscular dystrophy in adult *mdx* mice (Faber et al., 2014). Consistently, H&E and immunostaining revealed the relatively smaller fiber size, but fewer centronuclear and necrotic IgG^+^ myofibers in N1ICD-*mdx* mice, compared with *mdx* mice (Figure 4D; first row, E and F). Given this, we interpreted the reductions of muscle mass as a sign of less compensatory pseudo-hypertrophy and improved muscle function.

**Figure 4.**
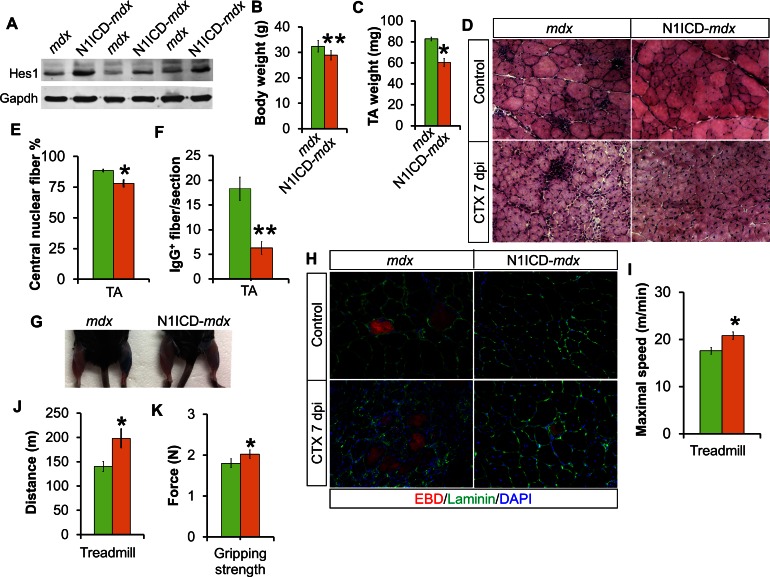
Improved muscle morphology, regeneration and exercise performance of adult MCK**-**N1ICD-*mdx* (short as N1ICD-*mdx*) mice. (**A**) Western blot results of Notch target gene Hes1 in muscle protein extracts. (**B**,**C**) Mice body weights (**B**, n = 4) and TA muscle weights (**C**, n = 3), to show less muscle pseudo-hypertrophy of N1ICD-*mdx*, versus *mdx* mice. (**D**) H&E staining results of TA muscle sections. (**E**,**F**) Quantification of central nuclei fiber ratio (**E**, n = 3) and IgG^+^ fiber numbers (**F**, n = 7) of non-CTX injected *mdx* and N1ICD-*mdx* mice. (**G**) Results of Evans blue dye (EBD) uptake by control (left leg) and 7 dpi CTX-injured muscles (right leg). (**H**) Immunofluorescence staining results of TA muscle cross sections. (**I**,**J**) Exhaustive treadmill exercise test results (n = 5). (**K**) Gripping strength measurement of limbs of adult mice (n = 15). *p<0.05, **p<0.01. Bar graphs indicate mean SEM. **DOI:** http://dx.doi.org/10.7554/eLife.17355.009

**Figure 4—figure supplement 1.**
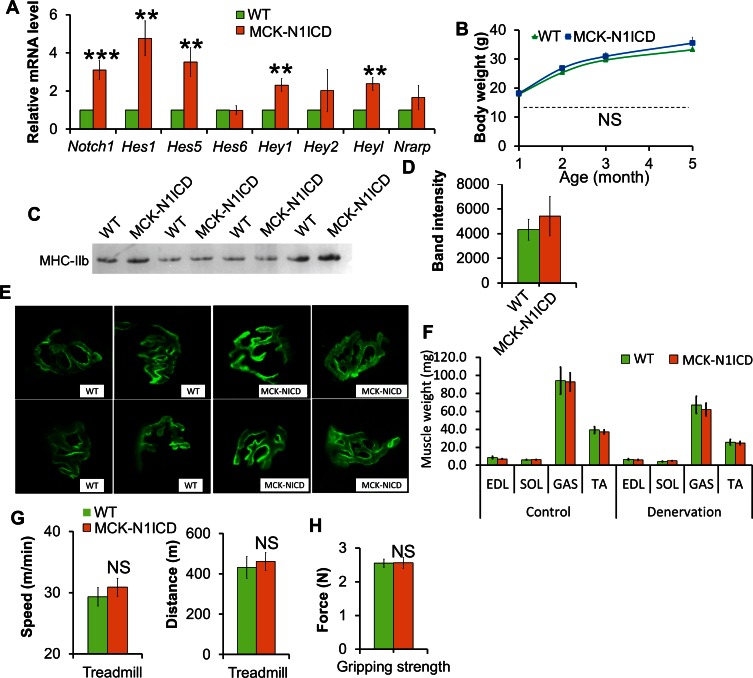
Normal muscle development, function and denervation response of MCK**-**N1ICD mice. (**A**) Gene expression of Notch1 and its target genes in muscle tissues (n = 6). (**B**) Growth curve of mice (n = 4). (**C**,**D**) Silver staining (**C**) and quantification result (**D**) of gastrocnemius protein extracts separated by SDS-PAGE gel. (**E**) α-Bungarotoxin (green) staining of EDL muscles. (**F**) Weights of control muscle and 2-week post denervation muscles (n = 4). (**G**) Exhaustive treadmill exercise test results of adult mice (n = 4 WT and 9 MCK-N1ICD mice). (**H**) Gripping strength measurement result of limbs of adult mice (n = 5). **DOI:** http://dx.doi.org/10.7554/eLife.17355.010

**Figure 4—figure supplement 2.**
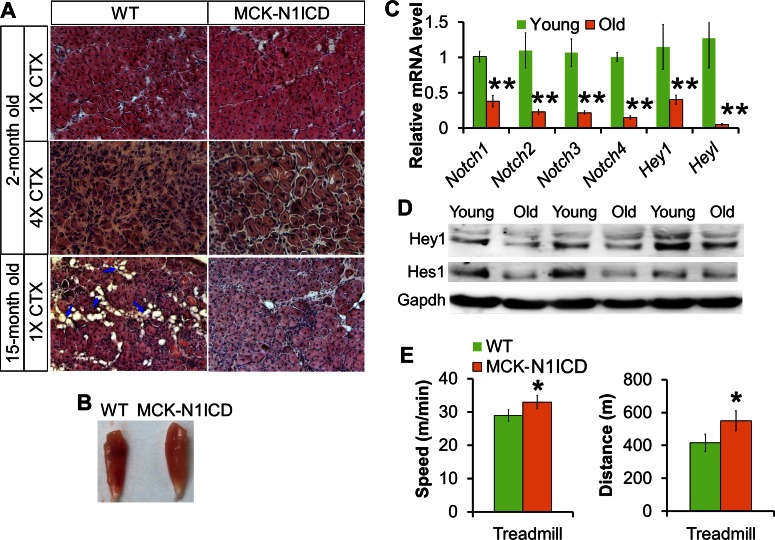
Improved muscle regeneration and function of aged MCK**-**N1ICD mice. (**A**) H&E staining results of 7 dpi muscle of indicated conditions. Arrows point to adipocytes in aged muscles. (**B**) Image of TA muscle sections after 4 serial CTX-injuries, 7 dpi. (**C**,**D**) Gene expression of Notch receptors and target genes in WT muscle tissues (**C**, n = 5 young and 6 >1-year old muscles). (**E**) Exhaustive treadmill exercise performance test results of aged mice. *p<0.05, **p<0.01. Bar graphs indicate mean SEM. **DOI:** http://dx.doi.org/10.7554/eLife.17355.011

In addition, we performed CTX-induced muscle damage, followed by Evans blue dye (EBD) injection to label myofibers with dysfunctional and permeable membranes. Notably, the muscles of N1ICD-*mdx* mice showed much less EBD uptake than *mdx* muscles (Figure 4G). Consistently, there were fewer EBD^+^myofibers in N1ICD-*mdx* than *mdx* muscles (Figure 4H). H&E staining revealed better muscle regeneration, characterized by more and larger myofibers, and less inflammatory infiltration in the CTX-injected TA muscles of N1ICD-*mdx* mice (Figure 4D; second row). Furthermore, adult N1ICD-*mdx* mice also exhibited better muscle exercise performance and stronger gripping strength than their littermate *mdx* mice (Figure 4I–K).

### N1ICD-*mdx* muscles showed gene expression signatures of healthy human muscles

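RNA from the tibialis anterior (TA) muscles of 3 *mdx* mice and 3 N1ICD-*mdx* mice, given as 9 months old in the sample labels, was hybridized to 3 Agilent SurePrint G3 mouse arrays. *mdx* mice lack dystrophin, and in N1ICD-*mdx* mice MCK-Cre also switches on the intracellular domain of Notch1 in muscle fibers. Each array held 1 *mdx* muscle labeled with Cy3 and 1 N1ICD-*mdx* muscle labeled with Cy5. The dyes were not swapped on any array, so the effects of genotype and of dye cannot be told apart for any single gene in these data. Agilent Feature Extraction had measured each spot as a median signal and a median local background per channel. These signals were background-corrected with normexp and normalized by loess within each array, and limma tested the 3 log2 ratios of N1ICD-*mdx* over *mdx* muscle against 0. Of 55681 probes, 28026 could be paired with a gene name and 17814 of these were well above background on all 3 arrays in at least 1 channel. The brightest probe of each gene was used, which gave 13706 genes. Spots well above background made up 48.2%, 45.9% and 51.1% of the Cy3 channels of replicates 1, 2 and 3. The share was 54.3%, 51.6% and 57.3% in the Cy5 channels. The median spot was dim, with median signals of 49 to 53 over a background of 42 to 47 in Cy3 and of 23 to 27 over 17 in Cy5, and the number of arrays limits the precision. The ratios of replicate 2 spread more widely (SD 0.537 across genes) than those of replicates 1 (0.244) and 3 (0.238). Across genes, which are not independent replicates, the log2 ratios of replicates 1 and 3 correlated at 0.358, those of replicates 1 and 2 at 0.00346, and those of replicates 2 and 3 at 0.123. The *mdx* muscle of replicate 2 stood apart from the other 5 muscles, with correlations of 0.967 to 0.981 across genes against 0.987 to 0.993 among the others. On simulated data with the same spread, the test recovered 1 of 50 genes changed by 1.5-fold, 14 of 50 changed by 2-fold and 41 of 50 changed by 4-fold at an adjusted p under 0.05, and called 4 of 13506 unchanged genes.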

To systematically evaluate the impact of myofiber-specific Notch1 activation on *mdx* muscles, we used microarray to survey the transcriptomes of N1ICD-*mdx* and *mdx* muscles. Among the total 882 differentially expressed genes (by ≥1.5–fold), 505 genes were downregulated and 377 genes were upregulated in N1ICD-*mdx*, compared with *mdx* muscles (Figure 5—source data 1). 

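Of 13706 genes, 65 had a higher and 65 a lower signal in N1ICD-*mdx* than in *mdx* muscles by at least 1.5-fold with an unadjusted p under 0.05 in limma. The direction was the same on all 3 arrays for 129 of these 130 genes, which the choice by p largely fixes. At the same thresholds, 151 of 13506 unchanged genes were called on simulated data with the spread of the measured ratios. That simulation took the measured SD of each gene as its true spread, equal on the 3 arrays, unlike the measured ratios. The 151 is therefore no estimate of the chance calls among the 130. Turning the sign of replicate 1, 2 or 3 in the measured ratios gave 35, 96 and 41 such genes, too few turns for a test. No gene passed an adjusted p under 0.05 in limma, and none did in the methods' t-test on the 6 muscles. An unadjusted p under 0.05 was reached by 890 genes, where 685.3 would be expected by chance. The genes named next were therefore chosen by the 1.5-fold change and the unadjusted p, and each has an adjusted p of 0.704. *Acta1*, skeletal muscle α-actin, had a log2 ratio of 0.92 (standard error 0.13), and *Aldoa*, the glycolytic enzyme aldolase A, one of 0.94 (standard error 0.27). *Mss51*, a muscle protein found at mitochondria, had a log2 ratio of 1.18 (standard error 0.17). *Ankrd1*, a titin-binding protein of stressed muscle, had 0.90 (standard error 0.14). The log2 ratio was 1.28 for *Tceal7*, 1.17 for *Cdc14a*, 0.90 for *Rsph1* and 0.88 for *Ppp1r27*. The 12 with a positive ratio also included *Myh1*, *Slc25a4*, *Bdh1* and *Prkcq*. At the other end, *Gal*, which encodes the neuropeptide galanin, had a log2 ratio of -1.45 (standard error 0.45). *Myog*, the myogenic factor of differentiating muscle cells, had -0.94 (standard error 0.25), with -1.14, -1.42 and -0.27 on the 3 arrays. *F7* (-1.13) and *F10* (-0.98) encode coagulation factors, *Psap* (-1.04) a lysosomal precursor protein, and *Blnk* (-1.04) an adaptor of B cell receptor signaling. The log2 ratio was -1.29 for *Slc2a6*, -1.13 for *Msln*, -1.02 for *Tubb6*, -0.98 for *Sirpb1a* and -0.93 for *Dclk1*, and *Spp1* completed these 12. Without replicate 2 the log2 ratio was 0.56 for *Aldoa*, 0.62 for *Prkcq*, -0.93 for *Gal*, -0.58 for *Msln*, -0.57 for *F7*, -0.58 for *F10*, -0.65 for *Psap*, -0.50 for *Blnk*, -0.66 for *Tubb6* and -1.17 for *Spp1*. With the processed signals of Feature Extraction, *Acta1* (0.47) and *Aldoa* (0.49) no longer had an unadjusted p under 0.05, and the ratio was 1.74 for *Rsph1*, 1.83 for *Bdh1*, -2.07 for *F7* and -1.82 for *F10*. With the mean over probes it was 0.67 for *Cdc14a*, -0.79 for *Slc2a6* and -0.58 for *Dclk1*, and another probe of *Dclk1* had -0.13. The smallest adjusted p, 0.253, was that of *3300002I08Rik*, singled out after its values were seen, with log2 ratios of 1.78, 1.90 and 1.75. Without replicate 2, 197 genes passed the 1.5-fold threshold, 68 of them shared with the 130. Then 7 genes passed an adjusted p under 0.05, higher for *3300002I08Rik*, *Ankrd1*, *Csrp3* and *Slc25a4* and lower for *Chac1*, *Cish* and *Fbxo32*, of which *Csrp3*, *Chac1*, *Cish* and *Fbxo32* were likewise chosen after their values were seen. With each array centred on its median in place of loess, which placed the median gene at -0.18, 30 genes were higher and 391 lower.

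**Figure D1:**
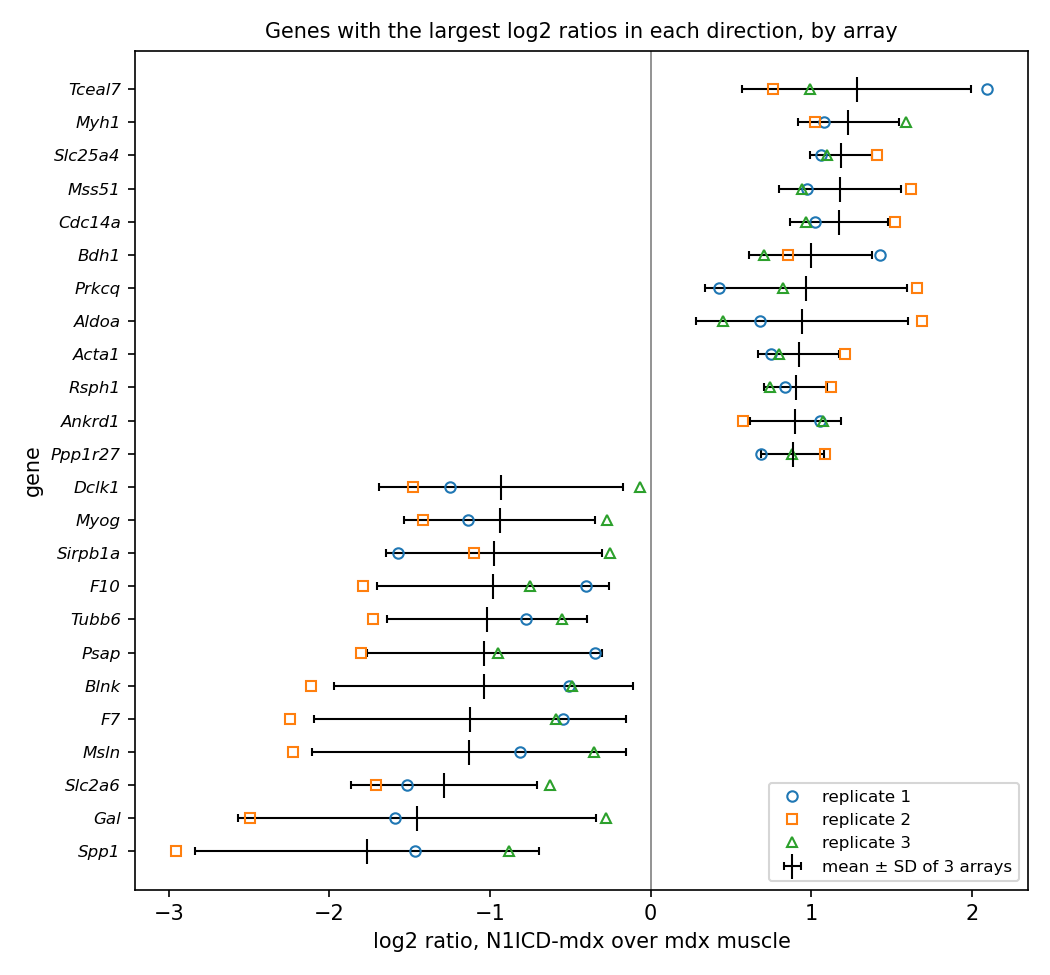
The log2 ratio of N1ICD-*mdx* over *mdx* muscle (horizontal axis) of the 12 genes with the largest positive and the 12 with the largest negative ratios among those changed by at least 1.5-fold with an unadjusted p under 0.05 and in the same direction on all 3 arrays, with 1 point per array, a vertical mark at the mean of the 3 arrays and a horizontal bar for the SD. Names that are only a RIKEN or Gm number are left out. *Tceal7* lies farthest to the right (mean 1.28) and *Spp1* farthest to the left (mean -1.77), where the point of replicate 2 is at -2.96.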

From the microarray, we identified *Gdf11* (Growth Differentiation Factor 11) as the highest upregulated gene in MCK-N1ICD muscles (Figure 5—figure supplement 1A). 

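*Gdf11* (NM_010272), a secreted factor of the TGF-β family, had a log2 ratio of 0.83 (standard error 0.12, n = 3 arrays), which is 1.78-fold higher in N1ICD-*mdx* than in *mdx* muscle. The ratios were 0.58, 1.01 and 0.92 on the 3 arrays, each above 0 and larger than their SD of 0.226, while the adjusted p = 0.704 in limma. Among 13706 genes it ranked 20 by log2 ratio. The rank ran from 3 to 58 over the settings that kept the gene, and a filter on both channels left it out. Its signal was well above background on 1 of 3 arrays in *mdx* muscle and on 3 of 3 in N1ICD-*mdx* muscle, so the size of the ratio depends on the background correction. The log2 ratio was 1.31 with no background correction, 1.49 with a normexp offset of 10 in place of 50, and 2.63 with the processed signals of Feature Extraction. Of 20 measured genes of TGF-β family signaling, 8 had a positive and 12 a negative log2 ratio. None passed the test over all genes and *Gdf11* alone did when adjusted over the list alone, which is not independent evidence for a gene named from these samples. The median of these genes was -0.06, their mean was 0.01, and camera of limma placed the list in the negative direction with an adjusted p = 0.917. *Inhbb*, an activin subunit, had a log2 ratio of 0.34 (standard error 0.12), and 0.21 without replicate 1.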

Consistently, we validated upregulation of *Gdf11* expression in all muscles examined in both MCK-N1ICD-*mdx* and MLC-N1ICD mice, compared with their littermate controls (Figure 5—figure supplement 1B and C). Considering the contrasting phenotypes of MLC-N1ICD and MCK-N1ICD mice, however, it is unlikely that Gdf11 directly mediates the effects of N1ICD overexpression in skeletal muscle function.

We performed Gene Set Enrichment Analysis (GSEA) (Subramanian et al., 2005) to interrogate the down- and up-regulated gene sets with a reference human DMD gene expression dataset from NCBI (GDS3027), which includes 14 healthy human muscle samples and 23 DMD human muscle samples (Figure 5A) (Pescatori et al., 2007). Commonly regulated genes in these murine and human datasets were assigned with enrichment scores that correlate to the statistical significance and fold changes of the genes’ appearance in the human DMD expression dataset.

**Figure 5.**
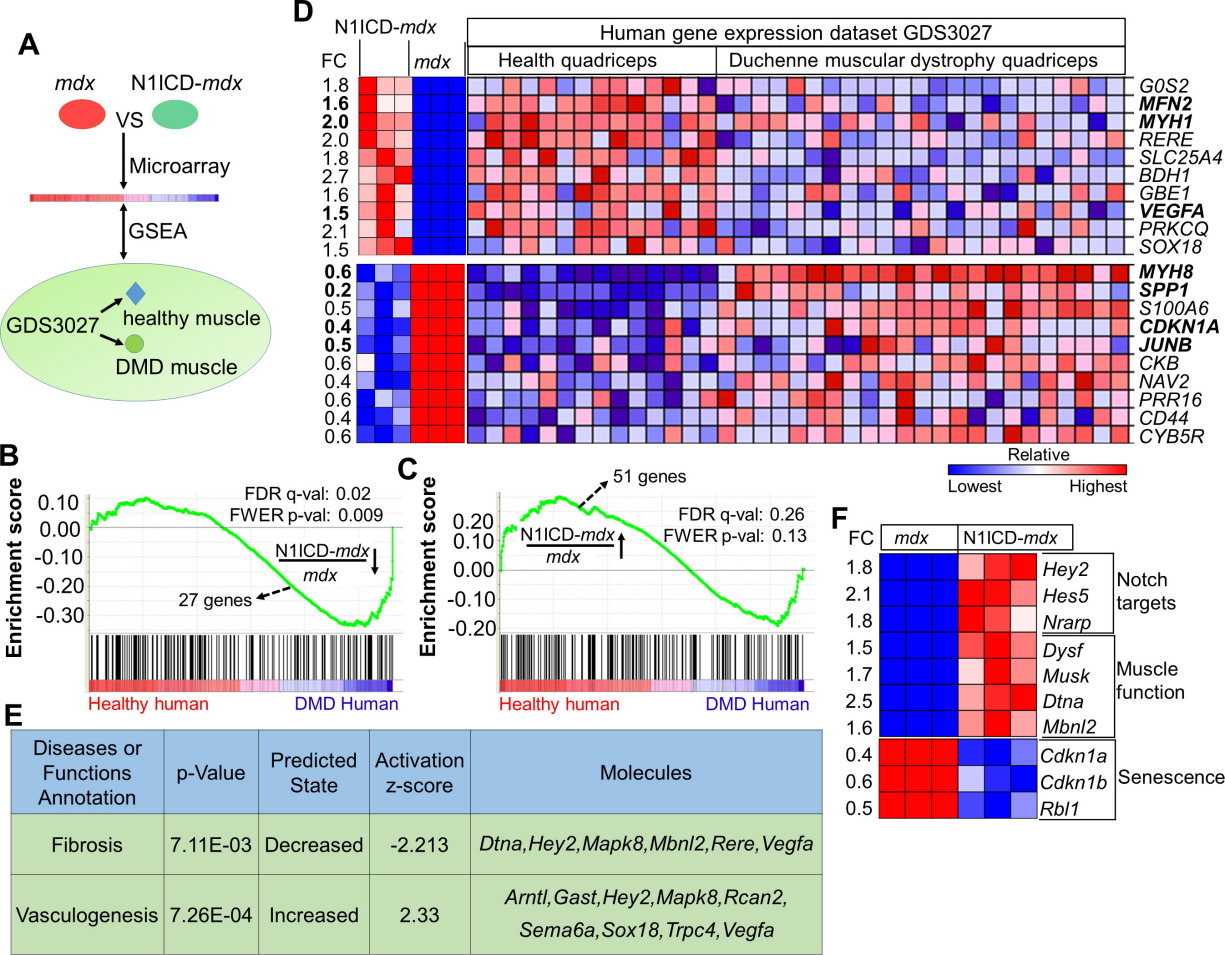
N1ICD-*mdx* muscle transcriptomes gained gene signatures enriched in healthy versus DMD human muscles. (**A**) Cartoon illustration of experiment design for (**B**–**D**). (**B**,**C**) Gene set enrichment plots from GSEA analysis of the normal human and DMD muscle gene expression database (GDS3027), interrogated with the down-regulated (**B**) and up-regulated (**C**) gene sets in N1ICD-*mdx* versus mdx muscles. FC, fold change. (**D**) Heatmap results of top 10 commonly up-regulated and down-regulated gene expression in N1ICD-*mdx* muscles and normal human muscles (GDS3027). (**E**) Ingenuity analysis of 51 genes that are commonly up-regulated in N1ICD-mdx muscles and normal human muscles (GDS3027). (**F**) Heatmap results of gene expression in the indicated pathways. FC, fold change in N1ICD-mdx relative to mdx muscles. **DOI:** http://dx.doi.org/10.7554/eLife.17355.012 10.7554/eLife.17355.013Figure 5—source data 1.Agilent microarray results showing genes up-regulated and down-regulated in N1ICD-*mdx* versus *mdx* muscles.**DOI:** http://dx.doi.org/10.7554/eLife.17355.013

**Figure 5—figure supplement 1.**
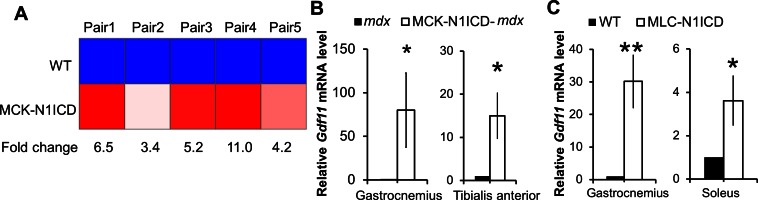
Activation of Notch1 signaling upregulates Gdf11 expression in muscles. (**A**) Heat-map of gene expression results from microarray analysis, n = 3. (**B**,**C**) Relative expression levels of *Gdf11* in different muscles of MCK-N1ICD-*mdx* and MLC-N1ICD mice, n = 5 for B and 3 for **C**. *p< 0.05, **p<0.01. Bar graphs indicate mean SEM. **DOI:** http://dx.doi.org/10.7554/eLife.17355.014

Strikingly, GSEA predicted significant overall enrichment (false discovery rate q-value = 0.02; familywise-error rate p-value = 0.009) for the downregulated N1ICD-*mdx* gene-set with human genes that were upregulated in DMD versus healthy human subjects (score, –1.40) (Figure 5B). In other words, the downregulated genes in N1ICD-*mdx* (versus *mdx*) muscles were expressed at higher levels in DMD (versus healthy) human muscles. Similarly, there is a strong trend that N1ICD-*mdx* upregulated genes were also positively correlated to genes that were expressed at higher levels in healthy human muscles (score = 1.08, q = 0.26, p = 0.13) (Figure 5C).

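The mouse genes shown in Figure 5D include several of mitochondria and of energy stores. *Slc25a4*, which encodes the adenine nucleotide translocase of the inner mitochondrial membrane, had a log2 ratio of 1.19 (standard error 0.11, with 1.06, 1.41 and 1.09 on the 3 arrays). *Bdh1*, a mitochondrial enzyme of ketone body metabolism, had a log2 ratio of 0.99 (standard error 0.17), and 0.64 and 0.46 at other probes. *Gbe1*, the glycogen branching enzyme, had 0.69 (standard error 0.18), *G0s2*, an inhibitor of lipolysis, 0.72 (standard error 0.17), and the kinase gene *Prkcq* 0.97 (standard error 0.26). All 5 had positive ratios on every array and an adjusted p = 0.704 in limma. *Rere* was not well above background in *mdx* muscle on any array and was so on 2 of 3 arrays in N1ICD-*mdx* muscle. No ratio is given for *Rere*. *S100a6*, a calcium-binding protein, had a log2 ratio of -0.81 (standard error 0.26), and *Ckb*, the brain form of creatine kinase, one of -0.59 (standard error 0.26). Without replicate 2 the ratio was -0.46 for *S100a6*, -0.28 for *Ckb* and 0.62 for *Prkcq*, and without replicate 3 it was -0.91 for *Ckb*. *Cd44*, a receptor for hyaluronan and osteopontin, had 0.15, -2.16 and -0.13 on the 3 arrays at its brightest probe, so its mean of -0.72 rests on replicate 2 and is 0.01 without it. Another *Cd44* probe, well above background on all arrays in both groups, had -0.15, -2.03 and -0.17. The brightest probe of *Cyb5r3* had a log2 ratio of -0.21 (standard error 0.14, and -0.07 without replicate 2) and the probe in the paper's table -0.50, negative on all 3 arrays. *Nav2* had a log2 ratio of -0.08 (standard error 0.10). *Prr16* was not well above background in either group. None of these genes passed the adjusted threshold.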

Based on the GSEA result, we generated heatmaps for expression of the top-10 commonly down- and up-regulated genes in the murine and human arrays (Figure 5D). Consistent with their reduced degeneration, N1ICD-*mdx* muscles expressed higher levels of mature muscle specific *Myh1* (MHC-2x), and lower levels of regenerating muscle specific *Myh8* (Figure 5D). 

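*Myh1* (NM_030679), the myosin heavy chain of fast 2X fibers, was 2.35-fold higher in N1ICD-*mdx* muscle, with a log2 ratio of 1.23 (standard error 0.15, n = 3 arrays). The 3 arrays gave 1.08, 1.02 and 1.59, and the adjusted p = 0.704 in limma. It ranked 3 among 13706 genes. The genes of fast contraction rose on balance. Of 17 measured, 15 had a positive and 2 a negative ratio, the median was 0.35, and camera gave an adjusted p = 1.1e-05. The median was 0.29, 0.72 and 0.11 on the 3 arrays, 0.55 without replicate 1 and 0.23 without replicate 2. With an estimated correlation between the genes, the adjusted p = 0.72, and with the processed signals of Feature Extraction the median was 0.09 and the adjusted p = 0.776. None passed over all genes, and 6 were higher and 1, the calsequestrin gene *Casq1*, lower when adjusted over the list alone. Random lists as bright as the oxidative phosphorylation genes had a middle log2 ratio of 0.14. Such lists were not drawn for the fast contractile genes, which include bright ones such as *Tnni2* and *Tnnc2* (mean log2 intensities 16.6 and 16.3). Brightness may therefore account for part of their rise. *Tnni2* had a log2 ratio of 0.73 (standard error 0.12) and *Tnnc2* one of 0.64 (standard error 0.09), and both encode troponin subunits of fast fibers and had 0.25 with the processed signals. The brightest probe of *Myh8*, the perinatal myosin heavy chain of regenerating fibers, had a log2 ratio of 0.71 (standard error 0.24), with 0.53, 1.34 and 0.26 on the 3 arrays. The other detected probe of *Myh8* had -0.27. The fast myosin genes are close paralogs in sequence, and which of them each probe binds was not tested. The 14 measured genes of regenerating fibers fell on balance, with 8 negative and 6 positive ratios, a median of -0.14 (-0.25 without replicate 1) and an adjusted p = 0.042 in camera, and adjusted p = 0.72 with an estimated correlation. The call also ended without replicate 3, with no replicate block, with no filter on dim probes, with the mean over probes, with a trend in the variance and with median centring. *Myh3*, the embryonic myosin heavy chain, had a log2 ratio of -0.73 (standard error 0.14), and *Mybph*, a myosin-binding protein, one of -0.69 (standard error 0.10), and these 2 genes were lower when adjusted over the list alone. *Tnnt2*, the cardiac troponin T of immature fibers, had -0.55 (standard error 0.14). The 10 measured genes of slow contraction had a median of 0.10 and an adjusted p = 0.332 in camera, with log2 ratios of 0.55 for *Myoz2* (0.35 without replicate 1 and 0.92 without replicate 2) and 0.30 for the brightest probe of *Atp2a2* (0.19 without replicate 1 and 0.45 without replicate 2), another probe of which had -0.19.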

Strikingly, expression of *Spp1*, the biomarker of human DMD (Pegoraro et al., 2011), is also significantly lower in N1ICD-*mdx* muscles, than in *mdx* muscles (Figure 5D). 

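*Spp1* (NM_001204233), which encodes osteopontin, had the lowest log2 ratio of the 130 genes changed by at least 1.5-fold, at -1.77 (standard error 0.43, n = 3 arrays). The ratio was negative on all 3 arrays, at -1.47, -2.96 and -0.88, and the adjusted p = 0.704 in limma. Without replicate 2 it was -1.17. Macrophage markers fell, with a negative ratio for 24 of 25 measured genes and a median of -0.73 (camera adjusted p = 1.6e-06, and adjusted p = 0.72 with an estimated correlation). No marker passed over all genes or when adjusted over the list alone. *Gpnmb*, a glycoprotein of lipid-laden macrophages, had a log2 ratio of -1.56 (standard error 0.70), the chemokine receptor gene *Ccr2* -0.88 (standard error 0.33), *Aif1* -0.81 (standard error 0.40) and the complement gene *C1qb* -0.79 (standard error 0.36). Without replicate 2 these were -0.54, -0.42, -0.25 and -0.29. The median of the macrophage markers was -0.15 on replicate 1, -1.94 on replicate 2 and -0.12 on replicate 3. It was -0.12 without replicate 2. Inflammatory cytokine and chemokine genes fell as well. Of 15 measured, 13 had a negative ratio, with a median of -0.51 (camera adjusted p = 6.6e-04, and adjusted p = 0.72 with an estimated correlation), and none passed over all genes or when adjusted over the list alone. The log2 ratio was -0.40 for *Csf1*, -0.34 for *Il18* and -0.24 for *Cxcl9* at their brightest probes, with -0.12 and -0.23 at other probes of *Csf1* and -0.14 at another of *Cxcl9*. Without replicate 2 it was -0.17 for *Csf1* and -0.16 for *Il18*, and without replicate 3 it was -0.16 for *Cxcl9*. Without replicate 2, the median of the cytokine and chemokine genes was -0.07 and the adjusted p = 0.306, and the call also ended with median centring (adjusted p = 0.192) and with array quality weights (adjusted p = 0.104). Their median was -0.84 without replicate 1 and -0.81 without replicate 3.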

Interestingly, the cell cycle inhibitor p21 (encoded by gene *Cdkn1a*), a critical modulator of senescence, and the muscle hypertrophy gene *Junb* (Raffaello et al., 2010) were significantly downregulated in N1ICD-*mdx* muscles and normal human muscles, compared with corresponding dystrophic muscles (Figure 5D). Both N1ICD-*mdx* and healthy human muscle showed upregulation of *Mfn2* (Mitofusin 2) (Figure 5D), which is involved in mitochondrial fusion, and associated with better muscle glucose metabolism and amelioration of muscle atrophy (Chen et al., 2010; Sebastian et al., 2012). In addition, upregulated in N1ICD-*mdx* samples was *Vegfa* (Figure 5D), which stimulates angiogenesis and improves vascular function. 

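*Cdkn1a* (NM_007669) had log2 ratios of -1.02 and -1.59 on replicates 1 and 2 and of 0.36 on replicate 3. The mean of -0.75 (standard error 0.40, n = 3 arrays) had an adjusted p = 0.704 in limma and was not larger than the spread between the arrays. *Junb* (NM_008416), a subunit of the AP-1 transcription factor, had a log2 ratio of -0.22 (standard error 0.09), with -0.13, -0.25 and -0.28 on the 3 arrays and an adjusted p = 0.704. It is a dim gene whose value moves with the background correction, to -0.51 with a normexp offset of 10 and to -1.0 with the processed signals of Feature Extraction. Of 18 measured immediate early genes, the class to which *Junb* belongs, 12 had a negative ratio, and the median was -0.09 (camera adjusted p = 0.177). The log2 ratio was -0.41 (standard error 0.15, and -0.25 without replicate 2) for *Myc* and -0.37 (standard error 0.10) for the brightest probe of *Ier5*, another probe of which had 0.08. Proliferation genes, which cell cycle inhibitors hold back, fell. Of 20 measured, 19 had a negative ratio, with a median of -0.53 (camera adjusted p = 0.0017, and adjusted p = 0.81 with an estimated correlation), and none passed over all genes or when adjusted over the list alone. The ratios of *Ube2c* were 0.20, -2.34 and -0.20 on the 3 arrays and those of *Pcna* 0.22, -1.28 and -0.50. *Aurka* had -0.36 (standard error 0.10), and *Tyms*, the 1 gene with a positive ratio, 0.14. The median of the proliferation genes was 0.22, -1.72 and -0.09 on the 3 arrays, and 0.10 without replicate 2, where the list no longer passed (adjusted p = 0.126), as with median centring (adjusted p = 0.495) and with array quality weights (adjusted p = 0.417). It was -0.89 without replicate 1.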

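*Mfn2* (NM_133201) had a log2 ratio of 0.08 (standard error 0.18, n = 3 arrays), with -0.34, 0.49 and 0.07 on the 3 arrays and an adjusted p = 0.904 in limma. The difference was smaller than the spread between arrays. Its other bright probes had ratios of 0.08 and -0.14, and the dimmer probe in the paper's table had 0.08, 0.05 and 0.42 on the 3 arrays (mean 0.18). The direction of the brightest probe turned negative without replicate 2 (-0.13) and when each array was centred on its median (-0.12). The genes of mitochondrial dynamics and biogenesis rose on balance. Of 16 measured, 13 had a positive ratio, and the median was 0.13, or 0.21 without replicate 1 (camera adjusted p = 0.0017 with all arrays, and adjusted p = 0.72 with an estimated correlation). None passed over all genes, and *Slc25a4* alone was higher when adjusted over the list alone. *Dnm1l*, which divides mitochondria, had a log2 ratio of 0.31 (standard error 0.10). *Tfb2m* (0.31, standard error 0.15, and 0.13 without replicate 2) and *Tfam* (0.21, standard error 0.08) encode factors that transcribe mitochondrial DNA. The list no longer passed without replicate 2 (median 0.10, adjusted p = 0.207) or when each array was centred on its median, where its median was -0.07 and *Tfam* had a ratio of -0.04.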

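*Vegfa* (NM_001025250) was 1.48-fold higher in N1ICD-*mdx* muscle, a log2 ratio of 0.56 (standard error 0.14, n = 3 arrays). The ratio was 0.31, 0.89 and 0.49 on the 3 arrays, and a further probe of the gene had 0.42. The adjusted p = 0.704 in limma. Of 14 measured angiogenic factors, 10 had a positive and 4 a negative ratio, with a median of 0.11, and the list did not pass the test (camera adjusted p = 0.142). Without replicate 2 it passed, with a median of 0.09 (adjusted p = 0.0469). *Nos3*, the endothelial nitric oxide synthase, had a log2 ratio of 0.47 (standard error 0.11), with 0.38, 0.69 and 0.34 on the 3 arrays, while another probe had 0.13. No angiogenic factor passed over all genes or when adjusted over the list alone.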

Consistently, Ingenuity Pathway Analysis (IPA) of commonly up- and down-regulated genes predicted significantly elevated 'vasculogenesis', and decreased 'fibrosis' in N1ICD-*mdx* muscles (Figure 5E).

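Among the genes that Figure 5E names, *Arntl*, a core gene of the circadian clock, had a log2 ratio of 0.59 (standard error 0.14) and was positive on all 3 arrays. *Rcan2*, a regulator of calcineurin, had 0.51 (standard error 0.19, and 0.33 without replicate 2), *Sox18*, a transcription factor of endothelial cells, 0.46 (standard error 0.11) and *Sema6a* 0.24 (standard error 0.11, and 0.14 without replicate 3 and 0.05 with median centring). *Mapk8* had 0.10 (standard error 0.10, other probes -0.04 and 0.05) and the brightest probe of *Mbnl2* 0.06 (standard error 0.08), while other *Mbnl2* probes had 0.59 and 0.05. *Mapk8* (-0.0031) and *Mbnl2* (-0.14) were not positive when each array was centred on its median. *Gast* and *Trpc4* were well above background on 1 array each in N1ICD-*mdx* muscle and on no array in *mdx* muscle. None of these genes passed the adjusted threshold in limma. Of 20 measured endothelial markers, 15 had a positive and 5 a negative ratio, with a median of 0.10 (camera adjusted p = 0.0701). The list passed without replicate 2 (median 0.20, adjusted p = 0.0045), with array quality weights (adjusted p = 0.0235) and with the mean over probes (adjusted p = 0.0367). The 2 detected probes of *Kdr*, which encodes the main VEGF receptor, had opposite log2 ratios of -0.59 and 0.50. The 12 markers of pericytes and smooth muscle had a median of 0.15 (camera adjusted p = 0.142), with 0.33 for *Mcam* (0.12 at another probe) and -0.37 for *Tagln*, and passed without replicate 2 (median 0.26, adjusted p = 0.0202) and with array quality weights (adjusted p = 0.0131). The weights lean on replicate 3 and give replicate 2 little weight, so these 2 settings are no separate checks. Of 29 measured genes of the extracellular matrix and fibrosis, 21 had a negative and 8 a positive ratio, and the median was -0.16 (camera adjusted p = 0.0602). Their median was 0.39, -0.91 and -0.09 on the 3 arrays and 0.14 without replicate 2. They passed as lower without replicate 1 (median -0.44, adjusted p = 3.6e-07), with no background correction (adjusted p = 0.0247), with a normexp offset of 10 (adjusted p = 0.0303) and with the processed signals (adjusted p = 0.0076). *Bgn*, the proteoglycan biglycan, had a log2 ratio of -0.66 (standard error 0.24, and -0.37 without replicate 2), and *Dcn*, the related decorin, one of 0.45 (standard error 0.14, and 0.15 with the processed signals). The 16 markers of fibro-adipogenic progenitors and fibroblasts had a median of 0.06 and a mean of -0.04 (camera adjusted p = 0.456), with 0.29 for *Ly6a*. The passes of these lists in other settings used camera's preset correlation, and no estimated correlation was run there. No member of these 4 lists passed over all genes or when adjusted over the list alone.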

We also examined genes that were uniquely changed in our murine microarray. Notch target genes *Hey2, Hes5* and *Nrarp* were upregulated in N1ICD-*mdx* muscles (Figure 5F), confirming Notch activation. 

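The probe of *Notch1* that was above background had log2 ratios of -0.12, -0.10 and -0.15 on the 3 arrays (mean -0.12, standard error 0.08, n = 3). The transgene encodes the intracellular domain alone, and whether this probe lies in the part it carries was not tested, so the ratio is no check of the transgene. Of the Notch target genes, *Heyl* (NM_013905) had the largest log2 ratio, 0.44 (standard error 0.12), with 0.19, 0.54 and 0.60 on the 3 arrays. *Nrarp* (NM_025980), a feedback inhibitor of Notch signaling, had 0.28 (standard error 0.09), with 0.40, 0.26 and 0.19, and 0.83 with the processed signals of Feature Extraction. *Hey1* had 0.21 (standard error 0.08), which turned to -0.04 when each array was centred on its median, and *Hes1* had 0.11 (standard error 0.09). Over the settings tried, *Hes1* ranged from 0.02 to 0.33 and *Notch1* from -0.26 to -0.11. *Hes1*, *Nrarp* and *Notch1* are dim (mean log2 intensities 6.44, 6.47 and 6.57), so a small ratio does not show that they were unchanged. Each of these had an adjusted p above 0.05 in limma. *Hey2* was not well above background in either group, and *Hes5* was so on 1 array in N1ICD-*mdx* muscle and on none in *mdx* muscle, so no ratio is given for them. Of 7 measured target genes, 5 had a positive and 2 a negative ratio, with a median of 0.11 (camera adjusted p = 0.222), or 0.22 without replicate 2 (adjusted p = 0.126), and none passed over all genes or when adjusted over the list alone. The 9 Notch receptors and ligands had a median of 0.02 (camera adjusted p = 0.917). Among the ligands the log2 ratio was 0.19 for *Jag1*, 0.11 for *Dll4*, 0.09 for *Jag2* and -0.04 for *Dll1*. *Jag1*, *Jag2* and *Dll4* were negative when each array was centred on its median. Apart from the arrays, the paper reports higher mRNA levels of *Jag2* and *Dll4* in N1ICD-*mdx* than in *mdx* muscle (Figure 6F).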

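*Dysf* (NM_001077694) encodes dysferlin, a protein of membrane repair, and had a log2 ratio of 0.62 (standard error 0.09, n = 3 arrays), or 1.54-fold higher in N1ICD-*mdx* than in *mdx* muscle. Its values on the 3 arrays lay close together at 0.60, 0.73 and 0.52, with an adjusted p = 0.704 in limma. *Dtna* (NM_010087), which encodes α-dystrobrevin, had a log2 ratio of 0.09 (standard error 0.12), with 0.12, -0.14 and 0.30 on the 3 arrays and an adjusted p = 0.811. When each array was centred on its median, the ratio was 0.38 for *Dysf* and -0.13 for *Dtna*. Of 20 measured genes of the dystrophin-glycoprotein complex and membrane repair, 8 had a positive and 12 a negative ratio. Their median was -0.03 and their mean 0.0035, camera placed the list in the positive direction (adjusted p = 0.764), and *Dysf* alone was higher when adjusted over the list alone. *Trim72*, which encodes the membrane repair protein MG53, had a log2 ratio of 0.34 (standard error 0.09), and 0.08 in the setting where it was lowest.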

Interestingly, dysferlin (*dysf*) and α-dystrobrevin (*Dtna*), two components of dystrophin-glycoprotein complex essential for sarcolemma repair and neuromuscular junction maturation (Bansal et al., 2003; Grady et al., 1999), were significantly elevated in N1ICD-*mdx* muscles (Figure 5F). 

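*Musk* (NM_001037127), the receptor kinase through which agrin clusters acetylcholine receptors, had a log2 ratio of 0.46 (standard error 0.10, n = 3 arrays). The 3 arrays gave 0.30, 0.56 and 0.51, with an adjusted p = 0.704 in limma. *Ache*, the acetylcholinesterase of the synapse, had a log2 ratio of -0.36 (standard error 0.08), with -0.35, -0.34 and -0.39, while another probe had -0.18. Of 16 measured genes of the neuromuscular junction, 6 had a positive and 10 a negative ratio, with a median of -0.05 (camera adjusted p = 0.519), and none passed over all genes or when adjusted over the list alone.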

*Musk* (Muscle-specific kinase receptor) that regulates the development of the neuromuscular junction (Perez-Garcia and Burden, 2012) was also upregulated in N1ICD-*mdx* muscles (Figure 5F). Furthermore, a panel of stem cell senescence modulators, p21 (*Cdkn1a*), p27 (*Cdkn1b*) and *Rbl1* (Cheung and Rando, 2013; Narita et al., 2003; Sousa-Victor et al., 2014) were all significantly downregulated in N1ICD-*mdx* muscles (Figure 5F). 

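*Cdkn1b* (NM_009875) had a log2 ratio of -0.07 (standard error 0.08, n = 3 arrays) at its brightest probe, with -0.05, -0.11 and -0.05 on the 3 arrays and an adjusted p = 0.805 in limma. *Rbl1* (NM_011249), a relative of the retinoblastoma protein, had ratios of 0.19, -1.03 and 0.18 at its brightest probe. The mean of -0.22 (standard error 0.29, adjusted p = 0.818) rests on replicate 2 and is 0.18 without it. The probe of *Rbl1* in the paper's table had a negative ratio on all 3 arrays, and no size is given for it because it was well above background on 3 arrays in *mdx* and on none in N1ICD-*mdx* muscle. Of 13 measured genes of senescence and cell cycle inhibition, 9 had a negative and 4 a positive ratio, with a median of -0.16 (camera adjusted p = 0.308). *Rb1* had a log2 ratio of -0.16 (standard error 0.11), and -0.06 without replicate 2. None of these genes passed over all genes or when adjusted over the list alone. The median of the list was -0.01, -0.35 and 0.17 on the 3 arrays and 0.07 without replicate 2. Without replicate 3 the list passed as lower, with a median of -0.24 (adjusted p = 0.0240).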

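The genes of mitochondrial oxidative phosphorylation rose in N1ICD-*mdx* muscle. Of 44 measured, 41 had a higher signal in N1ICD-*mdx* than in *mdx* muscle, with a median log2 ratio of 0.34 (camera adjusted p = 2.2e-20, and adjusted p = 0.72 with an estimated correlation). Random lists of genes of the same brightness had a middle of 0.14. None passed over all genes and 17 were higher when adjusted over the list alone. The ATP synthase genes *Atp5g3* and *Atp5g1* had log2 ratios of 0.62 and 0.56 (standard errors 0.09 and 0.09), cytochrome *c* (*Cycs*) 0.56 (standard error 0.09) and the complex II gene *Sdhb* 0.56 (standard error 0.11), while other probes had 0.21 for *Cycs* and 0.16 for *Sdhb*. The ratios of *Atp5g3*, *Atp5g1* and *Cycs* were 0.35, 0.30 and 0.32 with the processed signals of Feature Extraction, where the median of the list was 0.21 (adjusted p = 1.4e-04). The median was 0.19, 0.50 and 0.36 on the 3 arrays. In log2 units around the mean of the 6 muscles, the genes lay at -0.06, -0.32 and -0.10 in the *mdx* muscles and at 0.14, 0.14 and 0.26 in the N1ICD-*mdx* muscles. All 3 N1ICD-*mdx* muscles thus lay above all 3 *mdx* muscles, for which 0.1 is the smallest p that an exact permutation test of 3 against 3 allows. That test leaves out the pairing of the muscles by array. Turning the signs of whole arrays keeps the pairing, but has only 4 ways and allows no smaller p. Genes of glycolysis and glycogen metabolism rose too, with 20 of 22 positive and a median of 0.31 (camera adjusted p = 1.1e-05, and adjusted p = 0.72 with an estimated correlation). With the processed signals of Feature Extraction the median was 0.15 and the adjusted p = 0.106. None of them passed over all genes or when adjusted over the list alone. Random lists of the same brightness were not drawn for the glycolysis and glycogen genes, so brightness may account for part of their rise. *Pgk1*, phosphoglycerate kinase, had a log2 ratio of 0.41 (standard error 0.11), and 0.22 with the processed signals. The 25 genes of fatty acid oxidation and ketone metabolism had a median of 0.12 (camera adjusted p = 0.142), or 0.19 without replicate 1, where the list passed (adjusted p = 0.0066), with 0.35 for *Etfa* (0.20 at another probe), and none passed over all genes or when adjusted over the list alone. Of the 31 lists tested, 9 passed with camera's preset correlation, and none did with an estimated correlation or in fry. The estimated correlation and fry were run in the main setting alone, so passes in other settings lack this check. In the *mdx* muscle of replicate 2, the macrophage markers lay at 1.25, the proliferation genes at 1.27 and the cytokine and chemokine genes at 1.30 around the mean of the 6 muscles, above the other 5 muscles. The paper relates its *Myh1* and *Myh8* values to reduced degeneration and takes *Spp1* as a marker of human disease. From *Hey2*, *Hes5* and *Nrarp* it concludes that Notch signaling was active. It had also read this from higher Hes1 protein in N1ICD-*mdx* muscle by Western blot. The paper then goes on to the genes of membrane repair, neuromuscular junction and senescence in Figure 5F.

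**Figure D2:**
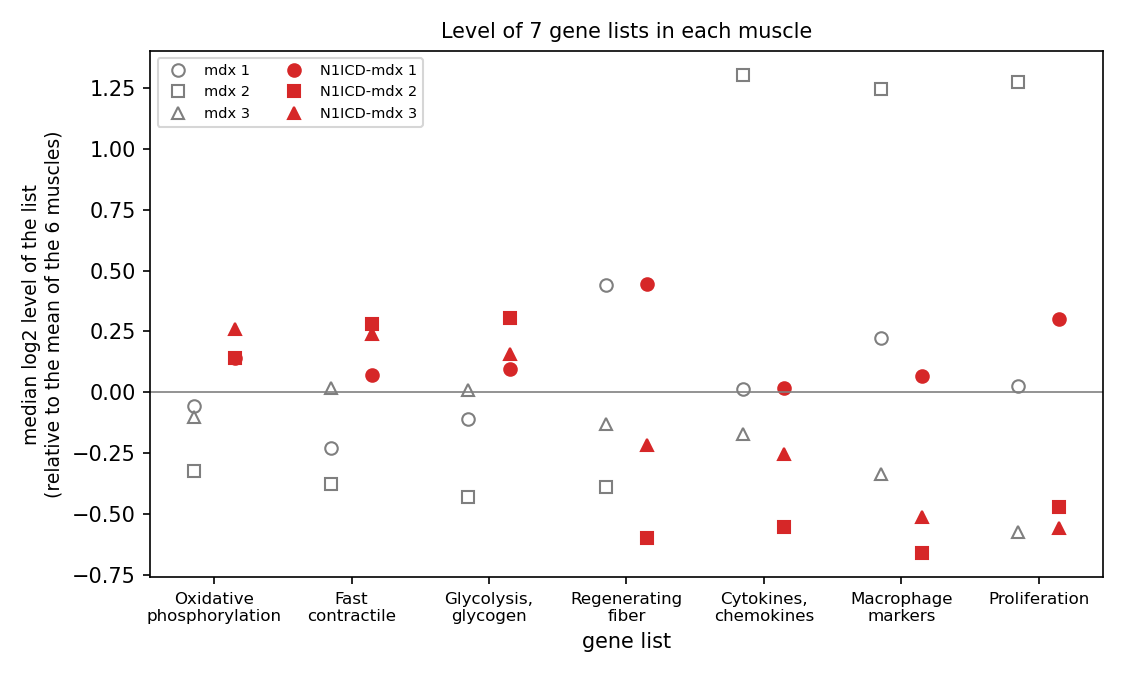
Level of 7 gene lists in each of the 6 muscles, as the median over the genes of a list of the log2 signal minus the mean of the 6 muscles (vertical axis), with 1 point per muscle. The oxidative phosphorylation genes lie lower in the 3 *mdx* muscles (-0.32 to -0.06) than in the 3 N1ICD-*mdx* muscles (0.14 to 0.26), and the macrophage markers lie highest in the *mdx* muscle of replicate 2 (1.25).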

In summary, these transcriptome analysis results support the phenotypic assays demonstrating the myofiber-specific Notch1 activation improves muscle function in dystrophic skeletal muscles.

### Notch1 activation in myofiber upregulates the expression of Dll/Jag ligands that modulates Notch signaling in adjacent satellite cells

Sarcopenia and muscle dystrophy are linked to decline of SC abundance and functionality, which is associated with repression of Notch signaling in SCs (Conboy et al., 2003; Jiang et al., 2014). Consistent with improved muscle regeneration, CTX-damaged 17-month old MCK-N1ICD muscles, and adult N1ICD-*mdx* muscles showed more Pax7^+^ SCs (Figure 6A–C), and elevated expression of Pax7 than did *mdx* muscles (Figure 6D). To exclude the possibility that dedifferentiation of MCK-Cre^+^ myocytes contribute to the increases of SCs, we again performed lineage tracing using MCK-Cre in combination with N1ICD and Td reporter mice. Staining of the EDL myofiber with Pax7 antibody didn’t detect any Pax7^+^/Td^+^ cells (Figure 6E). Therefore, unlike the MLC-N1ICD mice, the increase of SCs number in MCK-N1ICD mice is not a result of myocyte dedifferentiation.

**Figure 6.**
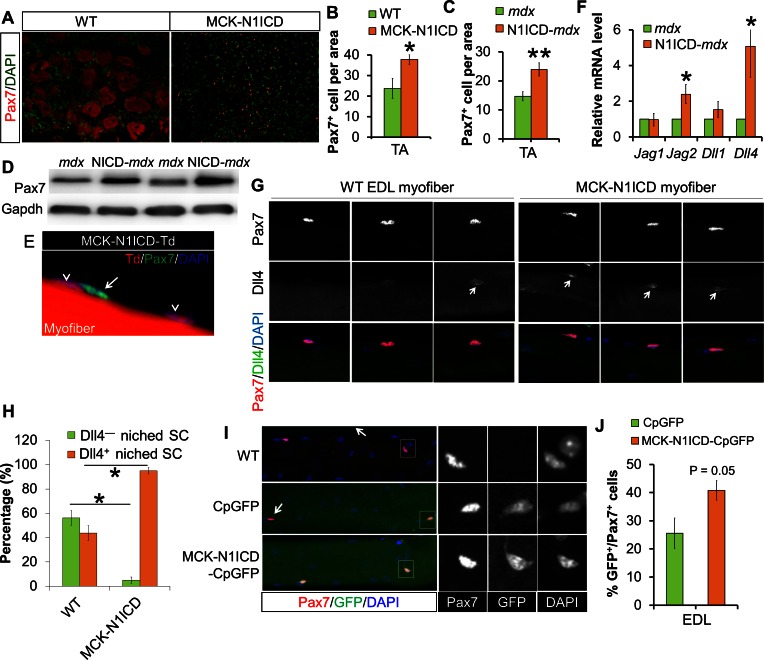
Notch activation in myofiber upregulates Notch ligands’ expression, therefore stimulates Notch-activation and self-renewal of satellite cells niched on MCK**-**N1ICD myofibers. (**A–C**) Immunofluorescence images (**A**) and quantification of Pax7^+^ cell numbers in CTX-damaged (**B**, n = 3) and dystrophic TA muscles (**C**, n = 7). (**D**) Western blot results of Pax7 in muscle protein extracts. (**E**) Immunofluorescence image of one EDL myofiber to show that Pax7 cells are not from MCK-Cre lineage (Td ^–^) of MCK-N1ICD mice. Arrow points to Pax7^+^/Td^–^ cell, arrow-head points to Pax7^–^/Td^+^ myonucleus. (**F**) Relative mRNA levels of Notch ligand genes. (**G**,**H**) Immunofluorescence images (**G**) and quantification result (**H**, n = 3) of intact EDL myofibers. Arrow points to Dll4 immuno-signal patch on myofiber. (**I**,**J**) Immunofluorescence images (**I**) and quantification (**J**, n = 4) of GFP percentage in satellite cells (Pax7) on EDL myofibers. Arrow in I points GFP^–^/Pax7^+^ satellite cells; black and white images to shown individual channels of the outlined area on left images. *p<0.05, **p<0.01. Bar graphs indicate mean SEM. **DOI:** http://dx.doi.org/10.7554/eLife.17355.015

**Figure 6—figure supplement 1.**
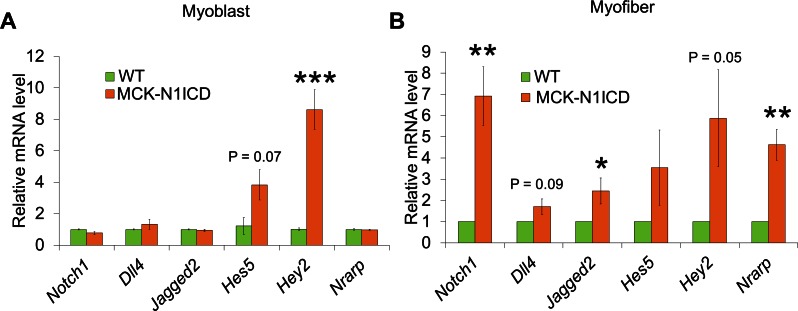
Real-time PCR results of Notch-related gene expression in primary myoblasts (**A**, n = 3) and myofibers (**B**, n = 5). *p<0.05, **p<0.01, ***p<0.001. Values are mean SEM. **DOI:** http://dx.doi.org/10.7554/eLife.17355.016

**Figure 6—figure supplement 2.**
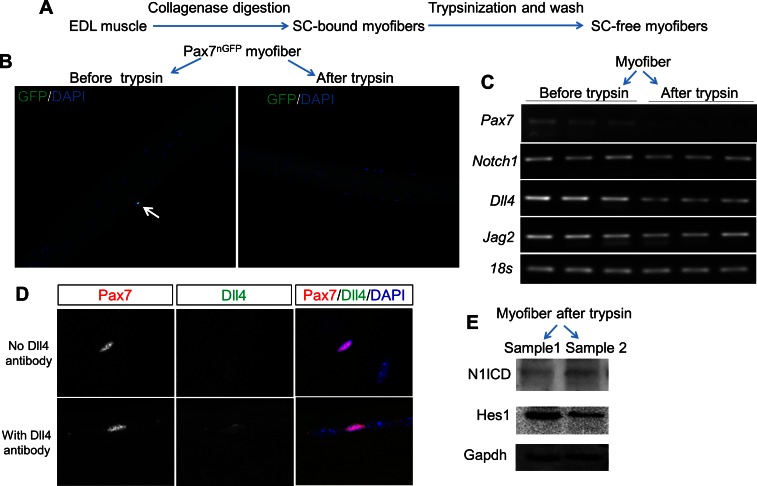
Expression of Notch pathway genes in myofiber. (**A**) Experiment design. (**B**) Immunofluorescence images of EDL myofiber from Pax7^nGFP^ mice before and after trypsin stripping. Nuclear GFP labels satellite cells and DAPI labels nuclei. (**C**) Gel electrophoresis images of RT-PCR results using mRNA isolated from EDL myofibers. (**D**) Immunofluorescence staining of Pax7 and Dll4 in EDL myofibers. (**E**) Western blot results of WT myofibers after trypsin-stripping, showing an expression of activated Notch1 (N1ICD) and its target Hes1. **DOI:** http://dx.doi.org/10.7554/eLife.17355.017

Considering the juxtaposed position of SCs on their host myofibers, Notch ligands on myofibers are presumably essential triggers of SC-intrinsic Notch signaling that is necessary for the quiescence and maintenance of SCs. Genetic mapping studies showed that the higher Jag1 expression is associated with better muscle phenotypes of dystrophic mice and dogs (Vieira et al., 2015). Notably, Jag1 overexpression rescued the muscular dystrophy phenotype of dystrophin-deficient zebrafish (Vieira et al., 2015). In skeletal muscle of N1ICD-*mdx* mice, we detected elevated expression of two Notch ligands, *Jag2* and *Dll4*, compared with *mdx* muscles (Figure 6F). Consistently, immunostaining of EDL myofibers revealed stronger Dll4 immunofluorescence in MCK-N1ICD than in WT myofibers (Figure 6G and H). Similar gene expression changes were detected in myofibers of MCK-N1ICD mice (Figure 6—figure supplement 1A).

To directly evaluate whether the increased ligand expression in myofibers subsequently activates Notch signaling in SCs, we generated MCK-N1ICD-CpGFP mice by breeding MCK-N1ICD with Notch reporter mice (CpGFP), in which expression of GFP was controlled by a promoter cassette containing the Rbpj-responsive element (Jiang et al., 2014; Mizutani et al., 2007). Immunostaining of EDL myofibers with Pax7 and GFP antibodies revealed that 41% SCs were GFP^+^/Pax7^+^ in MCK-N1ICD-CpGFP mice, compared with 26% GFP^+^/Pax7^+^ SCs in control CpGFP mice (Figure 6I and J). As a positive control, we observed stronger GFP fluorescence in myofibers of MCK-N1ICD-CpGFP mice, compared with those of CpGFP mice (Figure 6I and K), confirming Notch activation by N1ICD OE. As a negative control, no GFP^+^ SC was observed on WT myofibers (Figure 6I; first row). Therefore, we hypothesize that MCK-N1ICD upregulates Dll4/Jag2 in myofibers, which in turn activates Notch signaling in juxtaposed SCs to regulate their self-renewal in response to aging and muscular dystrophy.

To address whether Notch1 signaling components are expressed in mature myofibers under normal physiological conditions, we examined EDL myofibers free of SCs and interstitial cells after trypsin digestion and extensive PBS washing (Figure 6—figure supplement 2A). We confirmed the complete removal of SCs as evidenced by the absence of Pax7^+^ cells and Pax7 expression in the trypsin-stripped EDL myofibers (Figure 6—figure supplement 2B—C). Notably, expression of Notch1 and its target gene Hes1, as well as Notch ligand Dll4 and Jag2 were detected in these trypsin-stripped myofibers, though at lower levels compared to the non-trypsin-stripped myofibers (Figure 6—figure supplement 2C—E).

### Notch inhibition abolishes improvements in exercise performance and muscle regeneration in N1ICD-*mdx* mice

To directly test the hypothesis that Notch ligands on the MCK-N1ICD myofiber mediate SC function, we utilized dibenzazepine (DBZ), a γ-secretase inhibitor to block cleavage of N1ICD (thus ligand-induced Notch activation) without affecting the cleavage-independent N1ICD overexpression in myofibers. As myofibers are physically separated from the interstitial cells by basal lamina, Dll/Jag ligands on myofiber surface should only activate Notch receptors in juxtaposed SCs. Therefore, if the improved muscle function in MCK-N1ICD mice is mediated by elevated Notch ligand expression on myofiber, then the effect should be blocked by DBZ treatment.

We injected the mice with DBZ or vehicle control (DMSO) every two days continuously for 6 times, after which the mice were trained and tested on treadmill, and then examined for their regenerative capacity (Figure 7A). To test the long-term effect of modulating Notch signaling in SCs, we waited 20 days after last DBZ injection before phenotyping these mice. Whereas the N1ICD-*mdx* mice treated with DMSO ran faster and farther than their littermate *mdx* mice, after DBZ treatment both genotypes showed similar maximum speed and distance in the treadmill test (Figure 7B and C). In addition, DBZ-treated N1ICD-*mdx* muscle displayed similar EBD uptake levels to the *mdx* mice, indicating similar extent of muscle repair (Figure 7D). Indeed, H&E staining revealed better muscle regeneration in N1ICD-*mdx* than *mdx* mice in DMSO group, and DBZ administration rendered the regeneration similarly poor in both N1ICD-*mdx* and *mdx* mice (Figure 7E). Taken together, these results demonstrate that the amelioration of muscle atrophy and dysfunction in N1ICD-*mdx* mice is mediated by modulation of Notch signaling in SCs.

**Figure 7.**
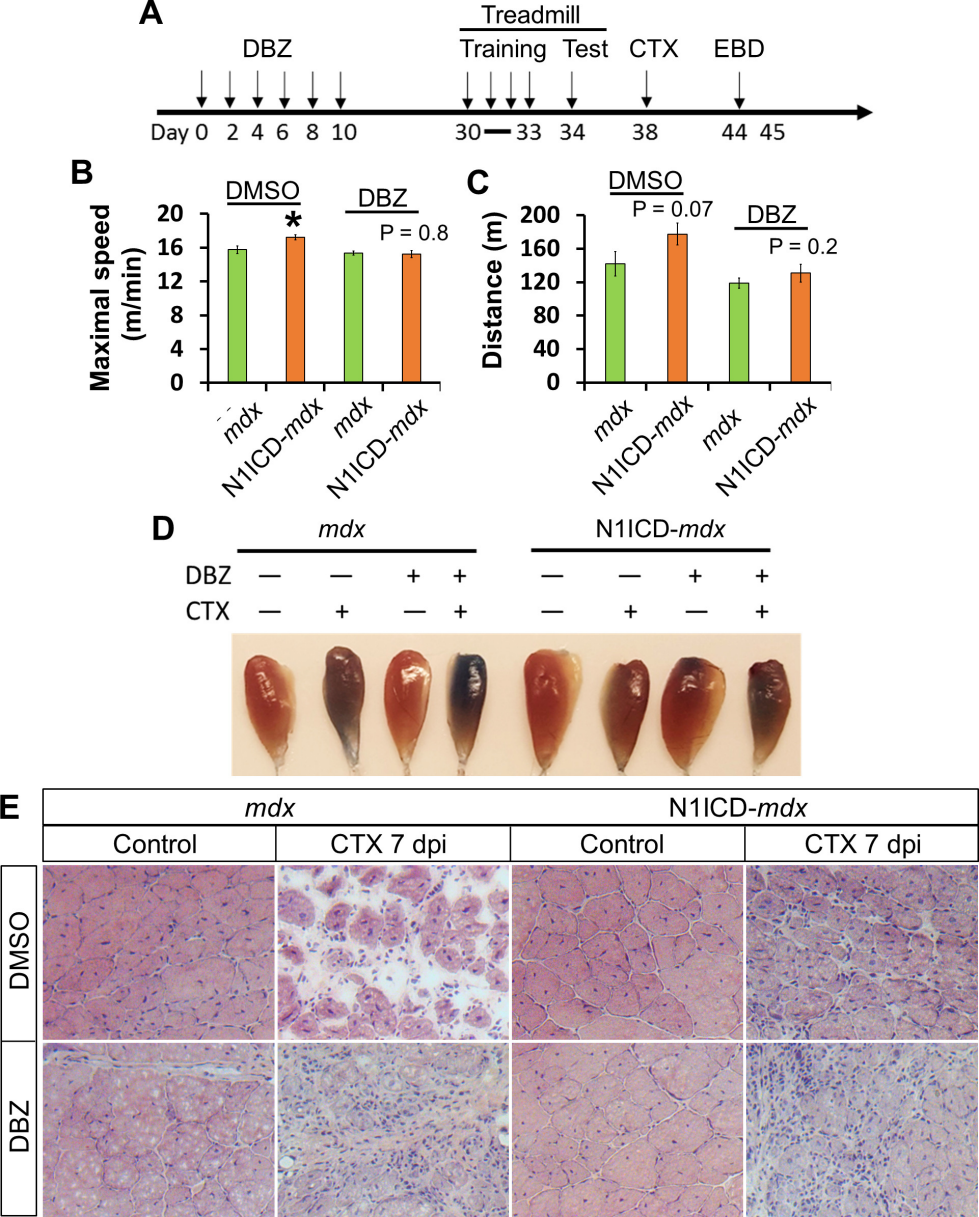
Notch inhibitor DBZ abolished improvements of exercise performance and muscle regeneration of N1ICD-*mdx* mice. (**A**) Experiment design to show the timing of different treatments. EBD, Evans blue dye. (**B**,**C**) Exhaustive Treadmill exercise test results (n = 6). (**D**) Image of EBD uptake by TA muscles. (**E**) H&E staining results of TA muscle cross sections. *p<0.05. Bar graphs indicate mean SEM. **DOI:** http://dx.doi.org/10.7554/eLife.17355.018

**Figure 7—figure supplement 1.**
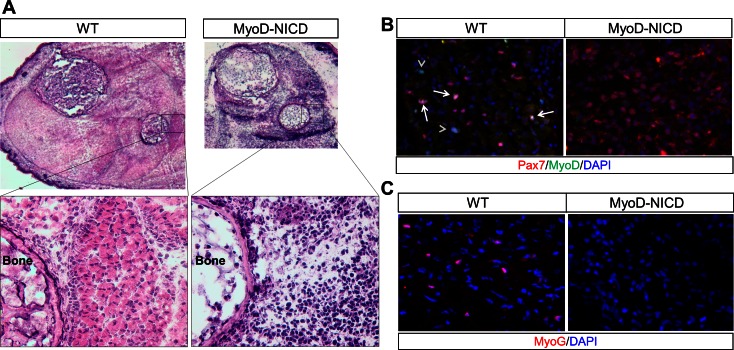
Absence of skeletal muscle development in *Myod1*^Cre^-NICD (MyoD-NICD) mice. (A) H&E staining result of hind limb of newborn mice. (**B**,**C**) Immunostaining results of hind limb cross-sections for Pax7 and MyoD (**B**), MyoG (**C**). Arrow in B points to Pax7^+^/MyoD^+^ cell, arrowhead points to Pax7^–^/MyoD^+^ cell. **DOI:** http://dx.doi.org/10.7554/eLife.17355.019

Collectively, our study demonstrates stage-specific functions of Notch during myogenesis. We show that N1ICD overexpression in committed and activated SCs, induced by *Myf5*^Cre^ and *Myod1*^Cre^, respectively, completely blocked the embryonic muscle development (Figure 7—figure supplement 1A) (Mourikis et al., 2012a). *Myod1*^Cre^-N1ICD mice failed to survive to birth, and showed total absence of MyoD and MyoG expression (Figure 7—figure supplement 1B and C). However, MLC-N1ICD mice had relatively normal embryonic muscle development evidenced by similar body weight and muscle morphology at birth, but exhibited defective postnatal muscle growth and regeneration (Figure 8). Furthermore, adult MCK-N1ICD mice had normal muscle growth, and better muscle regeneration and motor function as they age (Figure 8). More importantly, MCK-N1ICD boosted muscle function and regenerative capacity in *mdx* mice (Figure 8). Together, our study revealed the versatile functions of Notch1 in controlling stepwise progression of myogenesis (Figure 8).

**Figure 8.**
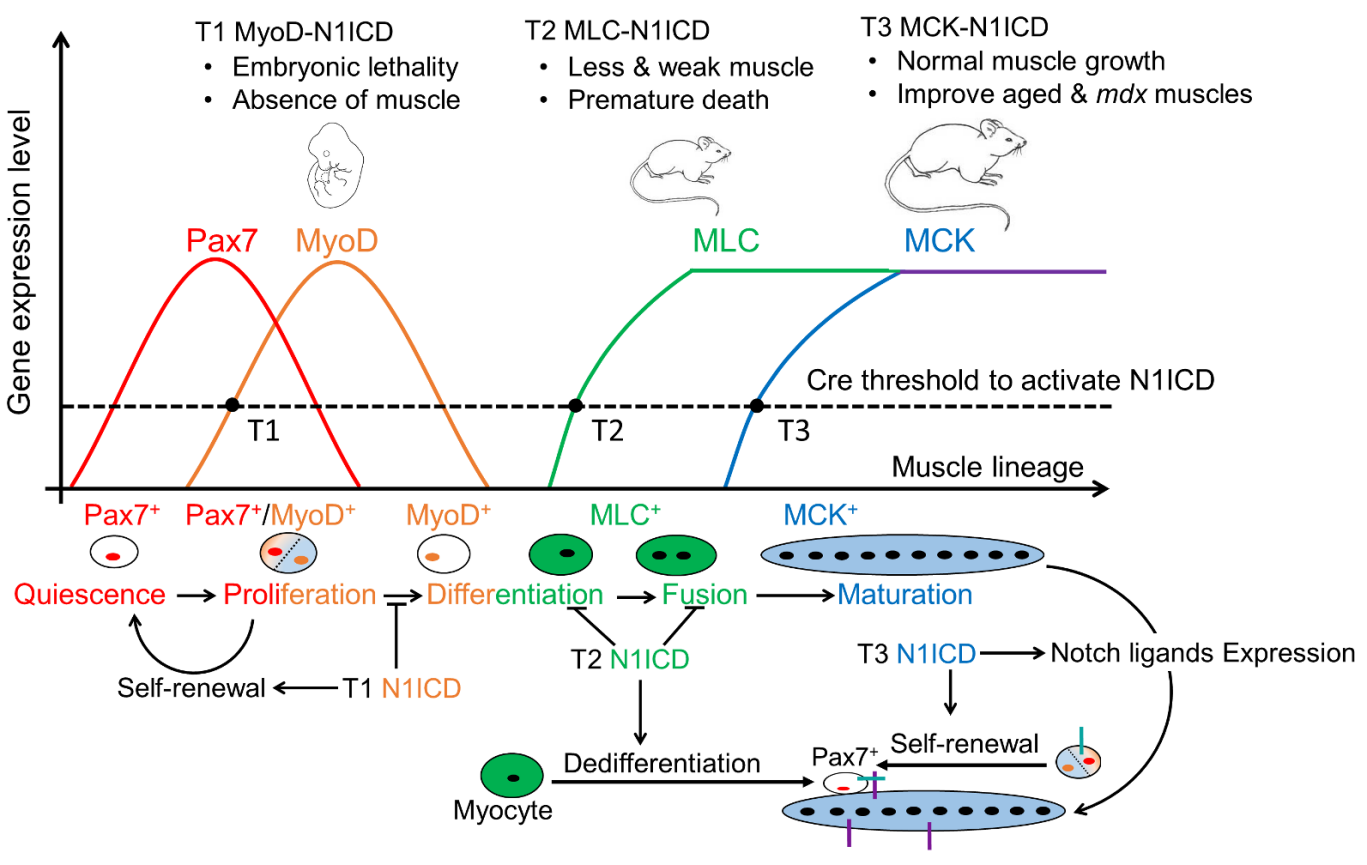
Summary of stage-dependent effects of Notch1 activation on muscle cell fate choice and myogenesis. Quiescent satellite cells (SCs) are marked as Pax7^+^. Expression of MyoD activates SCs, which enter into cell cycle. A subpopulation of the replicated SCs downregulate Pax7 to differentiate. After differentiation, MLC starts to express in myocytes and nascent myotubes, while MCK only starts to express in the multi-nucleated myofibers. Activation of Notch1 in MyoD^Cre^ lineage (Timing 1, T1) blocks differentiation, promotes self-renewal of SCs, which causes absence of skeletal musculature and embryonic lethality; Activation of Notch1 in MLC^Cre^ lineage (T2) induces dedifferentiation of myocytes, and generates Pax7 quiescent SCs. As a consequence, MLC-N1ICD mice show pronounced defects of muscle growth, motor-function and regeneration; Activation of Notch1 in MCK^Cre^ lineage (T3) upregulates expression of Notch ligands on myofiber, which physiological promotes Notch activation in neighboring cells, inducing self-renewal of satellite cells. Thus, it improves muscle regeneration and exercise performance of old and *mdx* mice. **DOI:** http://dx.doi.org/10.7554/eLife.17355.020

## Discussion

Notch signaling is indispensable for maintaining SC quiescence, and inactivation of Notch diminishes the SC pool (Bjornson et al., 2012; Mourikis et al., 2012b; Wen et al., 2012). Consistently, Notch signaling activity in the regenerating muscle correlates with quiescent stage of SC (Bjornson et al., 2012; Mourikis et al., 2012b). Although SCs can reversibly shift between quiescent and activated states, it’s not clear whether post-differentiation myocyte or myofiber retains the potential to reverse back to the stem cell stage. Our study demonstrates that post-differentiation myocytes can dedifferentiate back into Pax7^+^ quiescent SCs with activation of Notch1. Intriguingly, dedifferentiation was only observed in a portion of MLC-N1ICD cells, despite that N1ICD was overexpressed in both pre-fusion myocytes and post-fusion myotubes. By contrast, dedifferentiation was not observed in MCK-N1ICD mice, which specifically overexpress N1ICD in myotubes. Based on these comparisons, we concluded that Notch-induced dedifferentiation is restricted to mononucleated myocytes, which doesn’t require cytokinesis as for multinucleated myofibers. Consistently, although knockout of Rb and Arf promoted cell cycle re-entry of myonuclei in myotubes, cytokinesis was not observed (Pajcini et al., 2010). One important future direction is to pinpoint the downstream targets of Notch1 that mediate its dedifferentiation function in myocytes.

Activation of Notch1 in myotubes improved motor function and muscle regeneration of both aged and *mdx* mice. This is accompanied by upregulation of Dll/Jag ligand expression in myofibers, higher Notch activity in juxtaposed SCs, as well as greater regenerative potentials of SCs in MCK-N1ICD mice. Consistently, Notch signaling deficiency in SCs is a prominent feature of aged and dystrophic muscles (Conboy et al., 2003; Jiang et al., 2014). As SCs are the only cells that are directly attached to the myofibers, Dll/Jag ligands on intact myofibers should only activate Notch signaling in the SCs, but not the other cells (for example blood vessel-associated cells and interstitial cells) that are prevented from direct physical interaction with the myofiber by the basal lamina. Thus, the normalizing effects of DBZ on the improved muscle function in the MCK-N1ICD mice demonstrates that Notch-dependent enhancement of SCs’ regenerative potential is the underlying molecular and cellular mechanism mediating the effect of N1ICD overexpression in myofibers. Although we detected in MCK-N1ICD muscle a gene expression profile similar to that of healthy human muscles, we didn’t find any significant upregulation of Notch pathway genes in healthy human subjects. Considering the multiple cell types in muscle tissues, expression and function of Notch in individual cell types warrant further investigation.

In summary, our results illustrate contrasting stage-dependent effects of Notch1 activation in post-differentiation muscle cells. Most importantly, our study demonstrates that activation of Notch1 improves myotube’s function as a stem cell niche. This finding suggests that one strategy to ameliorate sarcopenia and muscle dystrophy diseases is through modulating Notch signaling in the myofiber.

## Materials and methods

### Animals

All procedures involving mice were approved by Purdue University’s Animal Care and Use Committee under protocol # 1112000440. *Myl1*^Cre^ mice were generously provided by Steven Burden (Skirball Institute of Biomolecular Medicine, NYU). The other mice were purchased from Jackson lab: Ckmm-Cre, also known as MCK-Cre (stock# 006475), *Rosa26(Gt)Sor^N1ICD^*(stock# 008159), *Rosa26(Gt)Sor^td-Tomato^* (stock# 007914), *Rosa26(Gt)Sor*^nTnG^ (stock# 023035), *mdx* (stock# 001801), CpGFP (stock#005854). Mice were housed in the animal facility with free access to water and standard rodent chow food.

### Muscle injury and regeneration

Muscle regeneration was induced by injection of cardiotoxin (CTX; Sigma-Aldrich, St. Louis, MO). Briefly, mice were anesthetized using a ketamine-xylazine cocktail, and then 50 μl of 10 μM CTX was injected into the TA muscle. Muscles were then harvested at indicated time post-injection to assess the completion of regeneration and repair.

### DBZ treatment

DBZ was purchased from TOCRIS Bioscience (catalog number 4489), and dissolved in DMSO at a 100 mM concentration. Before use, the stock was suspended at a 1:200 dilution in DMSO. 50 µl working solution was injected into each TA muscle of mice. Mice were anesthetized using a ketamine-xylazine cocktail before DBZ injection.

### Myosin heavy chain isoforms separation by SDS-PAGE

MHC isoforms were separated by modified SDS-PAGE (8% acrylamide gels containing 3.5% glycerol), which was run for 22 hr at 4°C. MHC isoforms were detected by silver stain after gel fixation.

### Treadmill and gripping strength measurement

A detailed protocol for treadmill and grip strength tests of mice are published elsewhere (Castro and Kuang, 2017). In brief, the mouse was trained on treadmill (Eco3/6 treadmill; Columbus Instruments, Columbus, OH) with a fixed 10% slope, at constant 10 m/minute speed for 5 min daily for consecutively 3 days before test. On the exercise testing day, the animals ran on the treadmill at 10 m/min for five minutes and the speed was increased by 2 m/min every two minutes until they were exhausted or a maximal speed of 46 m/min was achieved. The exhaustion was defined as the inability of the animal to run on the treadmill for 10 s despite mechanical prodding. Running time and maximum speed achieved was measured whereas running distance was calculated. A digital grip-strength meter (Columbus Instruments) was used to measure four-limb grip strength in mice, which were acclimatized for 10 min before the test. The mouse was allowed to grab the metal pull bar with the paws. Then the mouse tail was gently pulled backward until mice could not hold on the bar. The force at the time of release was recorded as the peak tension. Each mouse was tested three times. The average strength was defined as grip strength.

### Denervation and neuromuscular junction (NMJ) staining

For sciatic nerve denervation, mice were anesthetized with ketamine. The right hind limb was prepared for surgery, a 1-cm incision was made in the skin along with the axis of the femur, and the sciatic nerve was isolated. To prevent reinnervation, 3–5 mm section of the sciatic nerve was cut and removed. Mice were sacrificed by cervical dislocation 2 weeks after denervation. For NMJ staining, muscles were dissected and fixed by 4% PFA and incubated 30% sucrose/PBS for overnight. Muscles were frozen by cold isopentan with OCT-compound and sectioned longitudinally at 50 µm thickness. Sections were incubated with blocking buffer containing 0.1% Triton-X 100 and biotinylated α-bungarotoxin (α-BTX) to detect NMJs for overnight. NMJs were visualized by FITC-conjugated streptavidin.

### Muscle myoblast isolation and culture

Primary myoblasts were isolated with collagenase type I and dispase B digestion. Briefly, the hind limb skeletal muscles of mice were collected, minced and digested for around 40 min. The digestions were stopped with F-10 Ham's medium containing 10% FBS and centrifuged at 450 ×g for 5 min. Then the cells were seeded on collagen-coated dishes and cultured in growth medium containing F-10 Ham's medium, with 20% fetal bovine serum (FBS), 4 ng/mL basic fibroblast growth factor, and 1% penicillin–streptomycin at 37°C with 5% CO2. The medium was changed every 2 days.

### Single myofiber isolation and immunostaining

Single myofiber was isolated from the extensor digitorum longus (EDL) muscle by digestion with 0.2% collagenase A (Sigma) in DMEM for around 45 min. After digestion, EDL muscle was gentally titrated by different pore-sized glass pipettes. Freshly isolated single fiber was quickly fixed in 4% PFA for 10 min, washed in 100 mM glycine three times each 10 min, followed by PBS wash for three times and blocking for 1 hr at room temperature. The primary antibody was incubated at 4°C for overnight. Fluorescence secondary antibody was diluted and incubated at room temperature for 1 hr. Images were taken with a Leica DM6000 microscope with a 20× objective.

To strip SCs from myofiber and get SC-free myofibers, freshly isolated EDL myofibers were first washed with PBS for three times. Myofibers were trypsinized with 0.25% trypsin for 5 mins to release SCs and other cells, and then washed with PBS for three times. Myofibers without trypsin treatment were used as a control for immunostaining or gene expression analysis. For gene expression analysis, mRNA from all myofibers liberated an EDL muscles was extracted (~100 myofibers) and reverse transcribed, and subjected to PCR analysis. PCR cycle number used for 18 s was 30, and for Notch1, Pax7, Dll4 and Jag2 was 38.

### Hematoxylin-eosin (H&E) and immunofluorescence staining

A detailed protocol for muscle histological characterization using H&E staining and myofiber typing using immunofluorescence are published in Bio-Protocol (Wang et al., 2017). Briefly, fresh TA muscles were embedded in OCT compound, and frozen in isopentane chilled on dry ice. Then the tissues were cut at 10 µm thickness by Leica CM1850 cryostat. Muscles sections were fixed with fresh 4% PFA for 10 min, washed in 100 mM glycine three times each 10 min, followed by PBS wash for three times and blocking for 1 hr at room temperature. The primary antibody was incubated at 4°C for overnight. Fluorescence secondary antibody was diluted and incubated at room temperature for 1 hr. Images were taken with a Leica DM6000 microscope with a 20× objective. H&E staining images were captured with a Nikon D90 digital camera mounted on a microscope.

### Protein extraction and Western blot analysis

Protein was isolated from cells or tissue using RIPA buffer contains 50 mM Tris-HCl (pH 8.0), 150 mM NaCl, 1% NP-40, 0.5% sodium deoxycholate and 0.1% SDS. Protein concentrations were determined using Pierce BCA Protein Assay Reagent (Pierce Biotechnology), followed by measurement with NanoDrop. Proteins were separated by sodium dodecyl sulfate polyacrylamide gel electrophoresis (SDS-PAGE), transferred to a polyvinylidene fluoride (PVDF) membrane (Millipore Corporation), blocked in 5% fat-free milk for one hour at room temperature, and then incubated with primary antibodies diluted in 5% milk overnight at 4°C. The Hes1 (sc), Hey1 (sc), Gapdh (sc-32233) antibodies were from Santa Cruz Biotechnology. The HRP conjugated secondary antibody (anti-rabbit IgG or anti-mouse IgG, Santa Cruz Biotechnology) was diluted at 1:5000. Immunodetection was performed using enhanced chemiluminescence (ECL) Western blotting substrate (Pierce Biotechnology) and detected with an imaging system (FluorChem R FR0116). Alternatively, the membrane was incubated with an infrared secondary antibody (Alexa Fluor 790 goat anti-mouse IgG, A11357; Alexa Fluor 680 goat anti-rabbit IgG, A21109; Life Technologies, USA) diluted 1:10,000, and the signals were detected by using the Odyssey infrared image scanning system.

### Total RNA extraction, cDNA synthesis, real-time PCR

Total RNA was extracted from cells or tissues using Trizol Reagent according to the manufacturer’s instructions. The purity and concentration of total RNA were determined by a spectrophotometer (Nanodrop 2000c, Thermo Fisher) at 260 nm and 280 nm. Ratios of absorption (260/280 nm) of all samples were between 1.8 and 2.0. Then 5 μg of total RNA were reverse transcribed using random primers with M-MLV reverse transcriptase (Invitrogen). Real-time PCR was carried out in a Roche Light Cycler 480 PCR System with SYBR Green Master Mix (Roche) and gene-specific primers as previously described (Liu et al., 2012b). The 2^−∆∆Ct^ method was used to analyze the relative changes in each gene’s expression normalized against 18S rRNA expression.

### Microarray, IPA and GSEA analysis

RNA was extracted from TA muscles of adult *mdx* and MCK-N1ICD-*mdx* mice. Gene expression was analyzed by microarray with Agilent SurePrint G3 Mouse GE 8 X 60 K chip. The list of significantly changed genes with a fold change ≥1.5–fold was used for GSEA analysis, as well as analyzed through the QIAGEN’s Ingenuity Pathway Analysis (IPA, QIAGEN). GSEA analysis was performed as instructed by the manual with default settings of software.

### Statistics

Trial experiments or experiments done previously were used to determine sample size with adequate statistical power. Measurement values that are beyond the fence as determined by interquartile range were considered as outlier and excluded from following statistical analysis. All analyses were conducted with student *t* test with two-tail distribution. Comparison with a *p* value <0.05 was considered significant.

## Additional files

### Major datasets

The following previously published dataset was used:

Pescatori M,Broccolini A,Minetti C,Bertini E et al,2007,Early-early stage Duchenne muscular dystrophy: quadriceps,http://www.ncbi.nlm.nih.gov/sites/GDSbrowser?acc=GDS3027,Publicly available at the NCBI Gene Expression Omnibus (Accession no: GDS3027)

How the deposited data were processed for this re-analysis (not part of the article)

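RNA of the tibialis anterior muscles of 3 *mdx* and 3 N1ICD-*mdx* mice, given as 9 months old in the sample labels, was measured on 3 two-color Agilent SurePrint G3 mouse arrays. Each array held 1 *mdx* muscle in Cy3 and 1 N1ICD-*mdx* muscle in Cy5, and no array had the dyes swapped. Dye and genotype therefore cannot be separated in any comparison. The authors scanned the arrays and extracted them with Agilent Feature Extraction, version 11.5 in the sample labels and 11.5.1.1 per the file headers. The intensity values as deposited are, per the file headers, median pixel intensities of each spot and of its local background in each channel, with no normalization, beside processed signals that Feature Extraction had background-subtracted and dye-normalized. The sample labels describe the arrays as hybridized in both channels and handled as single channels. The file of replicate 1 holds processed signals of only 3 significant digits. The file of each array was read once, and the 2 channels were assigned to the muscles by the labels.

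The analysis started from the median signals, since the files hold no column of mean signals, although the mean had been planned. Signals were corrected by normexp with an offset of 50 in limma 3.58.1 under R 4.3.3, with tables read by data.table 1.17.8, and normalized by loess within each array with control spots at weight 0. Spots that Feature Extraction marked as outliers were left out, and spots of a probe were averaged. A probe was kept when it was well above background on all 3 arrays in at least 1 channel. Probes were named by their RefSeq accession through a RefSeq table of GRCm38.p6, which named 28026 of 55681 probes. That table gave names alone, because the array was designed on an earlier assembly. The brightest kept probe stood for each of 13706 genes, of which 3436 had several kept probes.

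The 3 log2 ratios of N1ICD-*mdx* over *mdx* muscle were fitted by limma with an intercept and moderated variances, and p-values were adjusted by Benjamini and Hochberg over all genes. Counts are given at an adjusted p under 0.05 and at the thresholds in the paper, 1.5-fold and an unadjusted p under 0.05. Gene lists were fixed before the data were examined, and the 31 lists with at least 5 measured genes were tested with camera of limma at its preset correlation of 0.01, adjusted over the lists. Camera with an estimated correlation and fry were run beside it. A further list, of Y-linked and X-inactivation genes, had 2 measured genes and was not tested. Members were also counted as adjusted over the list alone. Standard errors are those of limma.

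The genes named in the text follow a rule set before the data were examined. They are every gene the paper names for the microarray and the Notch and satellite cell genes it measured otherwise, whose values in the paper's table had been seen, then the 12 largest log2 ratios in each direction, and up to 4 members of the smallest adjusted p in each list. Because no gene passed the adjusted threshold, the 12 in each direction were taken, as the rule allows, from genes of at least 1.5-fold and an unadjusted p under 0.05 with the same direction on all 3 arrays, without names that are only a RIKEN or Gm number. Lists that did not pass the test are shown with up to 2 members, and ties in the adjusted p were ordered by the unadjusted p. A ratio is not given for a gene that was not kept, and its number of arrays above background is given instead.

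The median signal was 53, 49 and 51.5 in the *mdx* channels of replicates 1, 2 and 3 and 25, 23 and 27 in the N1ICD-*mdx* channels, and no spot was saturated. The slope of measured on designed log2 ratios of the spike-in controls was 0.889, 0.923 and 0.882 on the 3 arrays. The procedure was tested on simulated data with the spread of the measured ratios. Of 50 simulated genes per size, it found 1 at 1.5-fold, 14 at 2-fold, 41 at 4-fold and 41 at 8-fold at an adjusted p under 0.05. At 1.5-fold and an unadjusted p under 0.05 it found 23, 47, 50 and 50, together with 151 of 13506 unchanged genes. All 5 shifted lists and none of 20 unshifted lists were called. The simulated genes were independent of each other and spread equally on the 3 arrays, unlike the measured ones. The simulation therefore cannot show how the list test behaves where the members of a list move together.

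The alternatives set before the data were examined were the processed signals, no background correction, an offset of 10, median centring in place of loess, no filter on dim probes, a filter on both channels, the mean over the probes of a gene, a trend with robust variances, leaving out each replicate, no replicate block, the methods' t-test on the 6 channel values, a test of the same kind on the within-array ratios, an estimated correlation and fry. Array quality weights, and the processed signals with no filter and the methods' t-test, were added after the data were seen. The weights were 1.10, 0.24 and 3.78 for replicates 1, 2 and 3. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15. The human expression data that the paper compares with, the qPCR measurements and the histology were not analysed here.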

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

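The tests of both patterns in this part were chosen only after the results were seen.

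The paper does not report on the genes of oxidative phosphorylation as a group, and their median log2 ratio was 0.34, above 0 on each of the 3 arrays. A dye bias that follows brightness alone is argued against, since none of 10000 random lists of genes of the same brightness had a median as high (percentile 100), although these lists had a middle of 0.14 and reached 0.33, so that brightness may account for part of the size. The array of replicate 2 alone is argued against by the median of 0.28 over replicates 1 and 3, where the list still passed in camera at its preset correlation. A larger share of muscle fiber RNA is not decided by these lists. The genes of the dystrophin-glycoprotein complex and membrane repair, which fibers also express, had a median of -0.031 (quartiles -0.10 to 0.16). That is below what an equal rise of all fiber genes would give. The medians of the fast contractile genes (0.35), the glycolysis genes (0.31) and the macrophage markers (-0.73, but -0.12 without replicate 2) go with such a share. On replicates 1 and 2 the fast contractile and glycolysis genes had higher medians than the oxidative phosphorylation genes. On replicate 3 their medians were 0.11 and 0.12, against 0.36 for the oxidative phosphorylation genes. How much of the difference such a share accounts for cannot be told from these lists. A dye bias of these probes that does not follow brightness cannot be told apart from an effect of the genotype, because every N1ICD-*mdx* muscle was labeled with Cy5. Higher expression of these genes in N1ICD-*mdx* muscle therefore stays open as a hypothesis, which arrays with swapped dyes would test.

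The paper does not report on macrophage markers as a group either, and their median log2 ratio was -0.73. Noise of the array of replicate 2 is argued against, because none of 10000 random lists of genes of the same brightness had a median as low as the -1.94 of that array (percentile 0, lowest -0.41). Over replicates 1 and 3 the median was -0.12 (camera adjusted p = 0.0049, with a range of 3.8e-12 to 0.754 over the settings), and the markers lay at 1.25 in the *mdx* muscle of replicate 2 against -0.66 to 0.22 in the other 5 muscles. This is consistent with 1 *mdx* muscle that stands apart and carries most of the difference. Why this muscle differs, and whether the smaller difference on the other arrays comes from the genotype or from the dye, was not tested.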

How the results depend on the processing

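Limits are the signal, with 45.9% to 57.3% of spots well above background in a channel, the lack of a dye swap, and replicate 2. The numbers of the replicates name the array that a pair of muscles shares, and the deviations of the paired muscles from their group means correlated at -0.015, -0.276 and 0.340 across genes, so the numbers pair the muscles by array alone. Without the replicate block, 124 genes changed by at least 1.5-fold (66 up, 58 down), 104 of them shared with the 130. Correction for the GC content of the probe was not run, since the files give no probe sequences, and set tests have no version with a t-test. Array quality weights, and the processed signals with no filter and the methods' t-test, were chosen after seeing the data. Over all alternatives, named genes kept their direction and side of the threshold in 1908 comparisons, reversed in 24 and newly passed in 2, and lists did so in 373, reversed in 37, newly passed in the same direction in 19 and no longer passed in 35. Because no gene passed in the main fit, no named gene could lose a call. Settings that change only the variance or the test cannot reverse a gene. The 1908 is therefore no measure of robustness. Among the reversed lists, erythroid markers without replicate 1 and interferon-stimulated genes without replicate 2 and with array quality weights also passed. Except where named, the cause was not tested.

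At an adjusted p under 0.05, where no gene passed, array quality weights gave 1 gene (1 up) and no replicate block 1 (1 up), *3300002I08Rik* in both, and leaving out a replicate gave 0 to 7 (0 to 4 up, 0 to 3 down), the 7 without replicate 2. At 1.5-fold and an unadjusted p under 0.05, where 130 genes passed (65 up, 65 down), the total was 421 with median centring (30 up, 391 down), 444 with the processed signals (271 up, 173 down), 222 with an offset of 10 (110 up, 112 down), 207 with array quality weights (117 up), 327 with the processed signals, no filter and the methods' t-test (225 up, 102 down), 67 with the methods' t-test (15 down), 38 with the t-test on within-array ratios (29 up, 9 down), and 184 to 206 when a replicate was left out (95 to 122 up, 75 to 111 down). No filter on dim probes gave 40 down. Of the 130, 95 were shared with median centring, 99 with the processed signals, 70 with array quality weights and 68 with the setting without replicate 2. Where 9 lists passed, 0 did with an estimated correlation, 0 in fry and 5 with median centring, all among the 9. Without replicates 1, 2 and 3, 14, 11 and 10 lists passed, with 9, 6 and 7 of the 9 among them. These passes used the preset correlation, and neither an estimated correlation nor fry was run without a replicate.

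Median centring, which moved the median gene to -0.18, reversed *Dll4* (-0.055), *Dtna* (-0.13), *Hey1* (-0.036), *Jag1* (-0.042), *Jag2* (-0.14), *Mapk8* (-0.0031), *Mbnl2* (-0.14), *Mfn2* (-0.12) and *Tfam* (-0.036). Array quality weights reversed *Nav2* (0.0093), *Pax7* (0.057) and *Rbl1* (0.13), and the processed signals reversed *Tenm4* (0.071, and 0.071 with no filter and the methods' t-test). Leaving out a replicate gave -1.15 to 0.0075 for *Cd44*, -0.18 to 0.058 for *Cdh15*, -0.0091 to 0.21 for *Dtna*, -0.011 to 0.19 for *Jag2*, -0.13 to 0.28 for *Mfn2*, -0.087 to 0.049 for *Pax7*, -0.42 to 0.18 for *Rbl1*, -0.21 to 0.12 for *Tenm4* and -1.27 to 4.7e-04 for *Ube2c*.

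The direction of a list is that of its test, and its median can differ in sign. Directions reversed with median centring for erythroid markers (-0.23), interferon-stimulated genes (-0.31), muscle atrophy genes (-0.12), Notch receptors and ligands (-0.14), Schwann cell and nerve markers (-0.22) and TGF-beta family signaling genes (-0.29). They reversed with array quality weights for circadian clock genes (0.0076), interferon-stimulated genes (0.27), neuromuscular junction genes (-2.6e-04) and senescence and cell cycle inhibitors (0.016), and with no filter on dim probes for interferon-stimulated genes (-0.12), muscle atrophy genes (0.051), satellite cell markers (-0.024) and Schwann cell and nerve markers (-0.010). The muscle atrophy genes reversed with a trend and robust variance (0.061). Satellite cell markers reversed with both channels above background (-0.028), no background correction (-0.017) and the processed signals (-0.015), and TGF-beta family signaling genes with the mean over probes (-0.051), no background correction (-0.057) and the processed signals (-0.029). Leaving out a replicate gave medians of -0.081 to 0.16 for circadian clock genes, -0.36 to 0.29 for erythroid markers, -0.44 to 0.14 for extracellular matrix and fibrosis genes, -0.040 to 0.089 for fibro-adipogenic progenitor and fibroblast markers, -0.38 to 0.30 for interferon-stimulated genes, -0.13 to 0.18 for muscle atrophy genes, -0.077 to -0.049 for neuromuscular junction genes, -0.042 to -0.0047 for Notch receptors and ligands, -0.89 to 0.10 for proliferation genes, -0.091 to 0.061 for satellite cell markers, -0.086 to 0.0088 for Schwann cell and nerve markers, -0.24 to 0.071 for senescence and cell cycle inhibitors and -0.048 to 0.0082 for TGF-beta family signaling genes.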

Differences from the paper's values

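At 1.5-fold and an unadjusted p under 0.05, the thresholds that the paper gives in its methods and its statistics, 130 genes changed in N1ICD-*mdx* muscle, and the paper's count is 882. The paper's count of upregulated genes is 377 and that found here is 65. For downregulated genes the paper's count is 505 and that found here is 65. The counts here take 1 probe per gene, from probes with a gene name that were well above background. The paper's text describes no such choice of probes. No setting kept probes without a gene name or counted genes by fold change alone, so the counts compared may cover unlike sets. No setting tried gave a total within 1.5 times the paper's, the highest being 444 with the processed signals of Feature Extraction. Of the alternatives set before the data were examined, the processed signals came within that range for upregulated genes (271) and median centring for downregulated genes (391), and no other alternative did for either.

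The paper's source table lists log2 ratios per probe, and the copy used here holds 1981 entries, and whether the full table holds more is not known. Of its 1967 probes that are not controls, 1131 were not well above background on any array in either channel. The log2 ratios of the processed signals correlated with the listed values at 0.999998 across these probes, which are not independent replicates. The largest difference was 0.076, so the listed values are in effect the ratios of the processed signals. Of the 552 probes well above background on all arrays of at least 1 group, 548 had the same sign here and 87 were changed by at least 1.5-fold here.

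For 21 genes named in the paper, the listed probe was well above background on all arrays of 1 group and on at least 1 array of the other, and the log2 ratio of 11 differed from the paper's by more than the SD between arrays. The paper's log2 ratio of *Gdf11* is 2.63, against 0.83 here. For *Junb* the paper's value is -1.0 against -0.22, for *Nrarp* the paper's is 0.83 against 0.28, for *Mapk8* the paper's is 0.61 against 0.10, and for *Cdkn1b* the paper's is -0.85 against -0.20 at the same probe. For these 5 genes the processed signals alone, of the alternatives set before the data were examined, came within the SD of the paper's value. Agreement in that setting, here and for the genes below, was given in advance, because the listed values are those of the processed signals. The paper's value of *Bdh1* is 1.83 against 0.99, and that of *Mfn2* is 0.69 against 0.18 at the same probe, and both were within the SD with the processed signals and with an offset of 10. The paper's value of *Musk* is 0.77 against 0.46, within the SD with the processed signals, an offset of 10 and no background correction. The paper's value of *Arntl* is 0.98 against 0.59, within the SD in those 3 settings and without replicate 1 or 3. The paper's value of *Cyb5r3* is -0.67 against -0.50, within the SD in the same settings as *Arntl* and with median centring. The paper's value of *Slc25a4* is 0.84 against 1.19, within the SD with the processed signals and with median centring. In the other alternatives compared, which were those that change the log2 ratio of a probe, the difference stayed. The values of *Ckb*, *Dysf*, *G0s2*, *Gbe1*, *Mbnl2*, *Myh1*, *Prkcq*, *Rcan2*, *S100a6* and *Spp1* did not differ. Of these, *Gbe1*, *Mbnl2*, *Prkcq*, *S100a6* and *Spp1* differed without replicate 2, *G0s2* without replicate 3, and *Dysf* and *Mbnl2* with median centring. The listed probe of *Rbl1* was above background on 3 arrays in *mdx* and on none in N1ICD-*mdx* muscle, so its ratio here is a bound and was not compared with the paper's value of -1.01.

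The paper states that *Gdf11* is the gene with the highest increase. It ranked 20 of 13706 genes here, 3 with the processed signals and 58 at the lowest of the settings that kept it, a filter on both channels having left it out, and it ranks 1 among the probes of the paper's table that are not controls. Apart from the arrays, the paper reports higher *Gdf11* expression in every muscle it measured, in MCK-N1ICD-*mdx* and in MLC-N1ICD mice. The paper states that *Myh8* is lower in N1ICD-*mdx* muscle. Its brightest probe had a log2 ratio of 0.71 and another -0.27, and the probe in the paper's table was not above background, while *Myh3*, the embryonic myosin, had -0.73. The paper states that *Hey2* and *Hes5* are upregulated. *Hey2* was not above background in either group and *Hes5* was above it on 1 array in N1ICD-*mdx* muscle, while *Nrarp* and *Heyl* had positive ratios on all 3 arrays. The paper states that *Mfn2* is upregulated, and its brightest probe had 0.08 here, with 0.08, 0.05 and 0.42 on the 3 arrays for the probe in the paper's table. For α-dystrobrevin, which the paper states is elevated, the brightest probe of *Dtna* had 0.09, and the probe in the paper's table was above background on 2 arrays in N1ICD-*mdx* and on none in *mdx* muscle. For the senescence genes, which the paper states are all downregulated, the mean log2 ratio of the brightest probe was negative for each, at -0.75 for *Cdkn1a*, -0.07 for *Cdkn1b* and -0.22 for *Rbl1*, but the 3 arrays gave -1.02, -1.59 and 0.36 for *Cdkn1a* and 0.19, -1.03 and 0.18 for *Rbl1*. The probes of *Cdkn1b*, *Rbl1* and *Cdkn1a* in the paper's table had negative ratios on all 3 arrays, with a mean of -0.20 for *Cdkn1b*, and no size is given for *Rbl1* or for *Cdkn1a*, whose probe was well above background on 1 array in each group. The paper calls *Spp1*, *Dysf*, *Dtna*, *Cdkn1a*, *Junb*, *Cdkn1b* and *Rbl1* significantly changed, and no gene passed an adjusted p under 0.05 here. *Spp1* and *Dysf* had an unadjusted p under 0.05 in limma with the same direction on all 3 arrays.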

Other observations

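The splits for gene lists and the turning of signs were chosen only after the results were seen, and the other tests of this part were chosen before the data were examined.

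Adipocyte markers rose in N1ICD-*mdx* muscle. Of 14 measured, 12 had a positive ratio, with a median of 0.21 (camera adjusted p = 0.0098, and adjusted p = 0.72 with an estimated correlation), and none passed over all genes or when adjusted over the list alone. *Thrsp*, a regulator of lipid synthesis, had a log2 ratio of 0.59 (0.35 without replicate 1), *Dgat2*, an enzyme of triglyceride synthesis, 0.56, *Fabp4*, the fatty acid binding protein of adipocytes, 0.55, and the lipid droplet gene *Cidec* 0.46, and without replicate 2 *Dgat2* had 0.35 and *Cidec* 0.24, and *Cidec* had 0.85 without replicate 1 and 0.29 without replicate 3. The median was -0.23, 0.60 and 0.57 on the 3 arrays, 0.49 without replicate 1 and 0.01 with median centring, and the list did not pass without replicate 3 (adjusted p = 0.134) or with no filter on dim probes (adjusted p = 0.0695). The 18 measured interferon-stimulated genes had a median of -0.12 (camera adjusted p = 0.939), with 0.26, -0.80 and 0.34 on the 3 arrays. Without replicate 2 their median was 0.30 and the adjusted p = 1.6e-07, and without replicate 3 they were lower, with a median of -0.38 and an adjusted p = 0.0193. The guanylate-binding protein genes *Gbp2* and *Gbp3* had log2 ratios of 0.43 and 0.41, or 0.67 and 0.68 without replicate 2 and 0.11 and 0.13 without replicate 3. Muscle atrophy genes had a median of 0.06 and a mean of -0.10, and camera placed them in the negative direction (adjusted p = 0.941), with -0.71 for *Ddit4* and -0.55 for *Sesn1* (-0.23 without replicate 2), both induced by stress. Without replicate 2 their median was -0.13 and the adjusted p = 0.0045, and with array quality weights it was -0.22 and the adjusted p = 0.0423. The passes of these lists without a replicate or with array quality weights used camera's preset correlation, and no estimated correlation was run in those settings. No member of these 3 lists passed over all genes or when adjusted over the list alone.

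Satellite cell markers had a median of -0.02 over 14 measured genes, while camera placed them in the positive direction (adjusted p = 0.941). The log2 ratio was 0.39 for *Itga7*, 0.29 for *Chrdl2*, 0.19 for *Calcr* (0.11 without replicate 1), -0.02 for *Pax7*, -0.03 for *Tenm4* and -0.08 for *Cdh15*. Circadian clock genes had a median of 0.03 (camera adjusted p = 0.332), with 0.45 for *Nr1d2* (0.25 without replicate 2), and passed as higher without replicate 1 (median 0.16, adjusted p = 0.0192), while camera placed them in the negative direction without replicate 2 (median -0.08, adjusted p = 0.282). The 6 measured neutrophil markers had a median of -0.19 (camera adjusted p = 0.142), with -0.87 for *S100a9* and -0.32 for *S100a8*. They passed as lower with the processed signals (median -0.59, adjusted p = 0.0430) and without replicate 1 (median -0.28, adjusted p = 0.0228, with -1.33 for *S100a9*), and without replicate 2 the median was -0.07, with -0.47 for *S100a9* and -0.14 for *S100a8*. The 8 measured lymphocyte markers had a median of -0.14 (camera adjusted p = 0.0895), with -0.48 for *Cd3e* and -0.36 for *Cd79b*, and without replicate 2 the median was -0.08, with -0.22 for *Cd3e* and -0.21 for *Cd79b*. The 9 erythroid markers had a median of -0.09 (camera adjusted p = 0.456), with -1.06, 0.10 and 0.59 on the 3 arrays and with -0.13 for *Ermap* and -0.13 for *Slc4a1*. They passed as higher without replicate 1 (median 0.29, adjusted p = 0.0250) and as lower without replicate 3 (median -0.36, adjusted p = 0.0489). The 11 Schwann cell and nerve markers had a median of -0.03 (camera adjusted p = 0.843), with 0.23 for *S100b*. No member of these 6 lists passed over all genes or when adjusted over the list alone. *Xist* was not well above background in either group, and *Ddx3y* and *Eif2s3y* were so on all 3 arrays in both.

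The 130 genes changed by at least 1.5-fold exceeded the highest other count, 96, when the signs of whole arrays were turned, so that 1 of 4 ways of turning gave as many. In a fit without the replicate block, the real split of the 6 muscles gave 124 such genes, and 2 of 10 splits gave as many, the highest other giving 641. For gene lists, the real signs gave 9 and the highest other 13, with 4 of 4 ways giving as many, and the real split gave 8 and the highest other 15, with 7 of 10 splits giving as many. These splits and turns are too few to give a share under 0.05. The split with 641 genes sets *mdx* replicates 1 and 2 with N1ICD-*mdx* replicate 1 against the other 3 muscles, which points to a structure of the samples, and the macrophage markers were at 0.07 to 1.25 in the former and at -0.66 to -0.34 in the latter.

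A dye bias of single probes was tested on other probes of the changed genes. Of the 130 genes, 35 had other detected probes, and 30 of these had other probes with a ratio of the same sign. The median signed log2 ratio of the other probes was 0.33 (quartiles 0.14 to 0.49). A value under 0.1 would have gone with such a bias and one above 0.37 against it, by bounds set before the data were examined, and it lay between them, so that a probe-specific dye bias cannot be told apart from a change of the genes, and no array with swapped dyes decides it. Of all probes, 456 were well above background on all 3 arrays only in the Cy5 channel of N1ICD-*mdx* muscle and 5 only in the Cy3 channel of *mdx* muscle.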
